# Type I interferon and pattern recognition receptor signaling following particulate matter inhalation

**DOI:** 10.1186/1743-8977-9-25

**Published:** 2012-07-09

**Authors:** Aaron Erdely, James M Antonini, Rebecca Salmen-Muniz, Angie Liston, Tracy Hulderman, Petia P Simeonova, Michael L Kashon, Shengqiao Li, Ja K Gu, Samuel Stone, Bean T Chen, David G Frazer, Patti C Zeidler-Erdely

**Keywords:** Microarray, Welding, Interferon regulatory factor 7, Cardiovascular disease, Chromium, Biomarker, Pattern recognition receptor, Whole blood cell gene expression, Aorta, Inhalation

## Abstract

**Background:**

Welding, a process that generates an aerosol containing gases and metal-rich particulates, induces adverse physiological effects including inflammation, immunosuppression and cardiovascular dysfunction. This study utilized microarray technology and subsequent pathway analysis as an exploratory search for markers/mechanisms of *in vivo* systemic effects following inhalation. Mice were exposed by inhalation to gas metal arc – stainless steel (GMA-SS) welding fume at 40 mg/m^3^ for 3 hr/d for 10 d and sacrificed 4 hr, 14 d and 28 d post-exposure. Whole blood cells, aorta and lung were harvested for global gene expression analysis with subsequent Ingenuity Pathway Analysis and confirmatory qRT-PCR. Serum was collected for protein profiling.

**Results:**

The novel finding was a dominant type I interferon signaling network with the transcription factor *Irf7* as a central component maintained through 28 d. Remarkably, these effects showed consistency across all tissues indicating a systemic type I interferon response that was complemented by changes in serum proteins (decreased MMP-9, CRP and increased VCAM1, oncostatin M, IP-10). In addition, pulmonary expression of interferon α and β and *Irf7* specific pattern recognition receptors (PRR) and signaling molecules (*Ddx58*, *Ifih1*, *Dhx58*, ISGF3) were induced, an effect that showed specificity when compared to other inflammatory exposures. Also, a canonical pathway indicated a coordinated response of multiple PRR and associated signaling molecules (*Tlr7*, *Tlr2*, *Clec7a*, *Nlrp3*, *Myd88*) to inhalation of GMA-SS.

**Conclusion:**

This methodological approach has the potential to identify consistent, prominent and/or novel pathways and provides insight into mechanisms that contribute to pulmonary and systemic effects following toxicant exposure.

## Introduction

Welding represents an occupation that employs over 400,000 workers fulltime in the United States and over 5 million welders worldwide. Welding uses a consumable electrode wire to join two pieces of metal at high temperatures. The process generates an aerosol containing gases and a metal-rich particulate matter, known as the fume [1]. Therefore, an occupational health risk is present. The primary exposure route is by inhalation, and adverse effects of welding exposure in the lung have been shown in multiple human and animal studies [1-3]. In addition, deleterious effects are not confined to the lung. Epidemiological studies have shown an increased risk for ischemic heart disease in welders [4-6]. Subsequent human and animal studies have shown systemic inflammation and oxidative stress, vascular dysfunction, autonomic imbalance and advanced progression of atherosclerosis as a result of welding fume exposure [7-11]. Data also suggest that welders are immune compromised and more prone to bronchitis and pneumonia [1]. Indeed, animal studies show localized pulmonary immunosuppression following welding fume exposure [2,12,13].

Because pulmonary exposures are associated with extrapulmonary effects, such as cardiovascular dysfunction, systemic markers related to mechanisms of exposure have the potential to be monitored. Previous studies by our group showed a close crosstalk occurs between the pulmonary inflammatory response and the periphery [14]. Particularly, acute increases in blood inflammatory gene expression, altered leukocyte differentials and increased serum inflammatory proteins were a direct reflection of the ongoing pulmonary response following carbon nanotube (CNT) exposure [14,15]. These studies demonstrated methodologies which can be applied to assess potential systemic outcomes from a pulmonary exposure.

Occupationally derived particulate exposure levels may produce more subtle effects compared to higher dose or bolus lung instillation protocols, particularly when investigating systemic effects. Therefore, the generation of comprehensive transcriptome datasets by DNA microarray, along with gene network analysis, may prove valuable as a preliminary search for systemic mechanisms after welding fume exposure. In this study, microarray-derived gene networks from circulating whole blood cells, aorta and lung were compared to determine related biological signaling following inhalation of gas metal arc – stainless-steel (GMA-SS) welding fume in mice. Also, the applicability of this methodological approach for determining specific exposure-induced responses was examined.

## Results

### Welding fume characteristics and alveolar deposition

A diagrammatic description of the robotic welder used to generate fume for inhalation exposure and the components of the GMA-SS fume are shown in Figure 1. The fume consists primarily of iron, chromium, manganese, nickel and copper with trace amounts of silicon, aluminum and vanadium (Figure 1). The metal solubility in this type of fume is low (0.006 soluble to insoluble ratio). Representative micrographs of the GMA-SS fume are shown in Figure 1, and the mass median aerodynamic diameter was 0.255 μm [2]. Earlier studies have shown that a single exposure at our experimental conditions results in ~8.26 μg alveolar deposition in the lung. Comparing to human exposures this value represents 2–3.5 times the previous threshold limit value of 5 mg/m^3^ for total welding fume and 5.5-8.5 times the permissible exposure limit value of 5 μg/m^3^ for hexavalent chromium (Cr^VI^) [8]. Since welding may occur in poorly ventilated areas and measurements at the worker’s breathing zone can exceed recommended exposure limits [16,17], the exposure regimen in this study is relevant to an occupational exposure.

**Figure 1:**
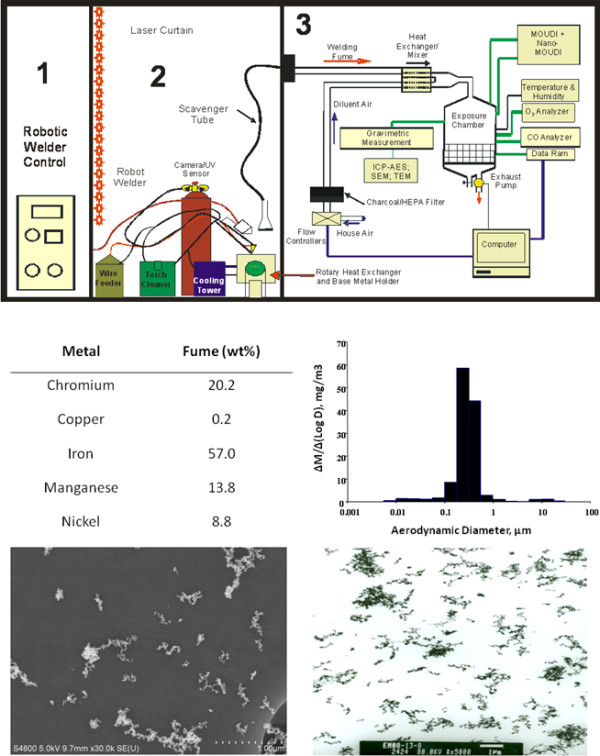
**Characterization of the welding fume exposure.** Diagram of the NIOSH welding inhalation system (upper panel): 1) Computer control and power source, 2) robotic welder and accompanying hardware necessary for fume generation and 3) exposure chamber and characterization devices. The middle left panel represents the metal content of the GMA-SS fume. The middle right panel shows the particle size distribution of the generated fume (M = mass concentration and D = aerodynamic diameter). The bottom panels show a scanning electron micrograph (left) and transmission electron micrograph (right) of the welding fume.

### Hierarchical clustering

Shown in Additional file 1: Figure S1 is the heatmap of differentially expressed genes in the blood from C57BL/6 J mice at 4 hr post-exposure to air or GMA-SS fume. 

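Gene expression was measured on Illumina mouse beadchips, on which labeled cRNA binds to probes of RefSeq transcripts and the brightness of the beads is read in 1 color. There were 47 arrays, 16 of lung, 16 of whole blood cells and 15 of aorta, from mice that had breathed filtered air or GMA-SS fume (40 mg/m3) in 10 daily exposures of 3 hr and were sacrificed 4 hr or 28 d after the last of them. Every group held 4 arrays, each of another mouse, except the aorta at 4 hr after GMA-SS, for which 3 arrays were analysed here and the paper gives 4 mice. By the sample labels the blood and aorta arrays share their mouse numbers, while the lung arrays carry other numbers. Each beadchip held 1 tissue at 1 time point, with the air arrays in its first positions and the GMA-SS arrays in the others. The 2 exposures were therefore compared within a beadchip, and position on the beadchip and exposure cannot be told apart.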

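The authors exported the average signal of each gene and its detection p-value against the negative control beads of the array, without normalization between arrays, and these deposited values were the start of the data given here. A median of 10389 genes per lung array had a detection p under 0.05 (range 10239 to 10872), against 8283 per blood array (8090 to 8406) and 8896 per aorta array (8678 to 9646). The medians of the 4 groups of a tissue lay between 10329 and 10516 in lung, 8219.5 and 8342 in blood and 8834 and 9000.5 in aorta. Signals stood higher above background in lung, where the 75th percentile of an array was 6.69 to 8 times its background, than in blood (2.37 to 3.31 times) or aorta (2.99 to 3.7 times). Background was removed with normexp, using the background mean and spread that the detection p-values imply. Then 16 was added, log2 was taken and arrays of 1 tissue were quantile-normalized. Genes with a detection p under 0.05 on at least 3 arrays of the tissue were kept, 11133 in lung, 9259 in blood and 9850 in aorta. GMA-SS was compared with air at each time point by limma over all arrays of a tissue, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Counts at the thresholds of the paper, an unadjusted p under 0.05 with a fold change of at least 1.3 in lung or 1.1 in blood and aorta, stand beside these calls. Gene lists were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, adjusted over 38 lists (37 in blood). The lists, the main tests and the rule for naming genes were fixed before the data were examined. Some further tests were chosen later, as stated below. Where a gene was not above background on any array of 1 group, its fold is given as a lower bound, against the higher of its own signal and the lowest signal above background on each of those arrays.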

Similar heatmaps were generated for aorta and lung (data not shown). Overall, expression patterns of the analyzed genes were more similar within exposure groups rather than between exposure groups. This indicates that a good consistency across samples was found on the individual arrays. 

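In the lung, all 4 GMA-SS arrays lay above all 4 air arrays at both time points for *Saa3*, an acute phase gene, for the chemokine genes *Cxcl10* and *Ccl7*, and for *Irf7*, and below them for the galanin gene *Gal* and the keratin gene *Krt79*. Such full separation was found for 1338 higher and 1610 lower genes of the lung at 4 hr and for 771 and 979 at 28 d, where chance gives 2.86% of the 11133 genes tested. In blood it was found for 166 and 125 genes at 4 hr and 127 and 146 at 28 d, with the same chance share of 9259 genes. In aorta the numbers were 356 and 522 at 4 hr, where chance gives 5.71% of 9850 genes with 3 GMA-SS arrays, and at 28 d 122 genes were lower and fewer higher, where chance gives 2.86%. Over the 1548 lung genes past the thresholds of the paper at 4 hr, the mean Pearson correlation was 0.989 between arrays of the same exposure and 0.913 between arrays of different exposure, and at 28 d, over 1367 genes, 0.981 and 0.897. These genes were chosen because they differ between the groups. Over all lung genes tested, with no such choice, the correlations were 0.994 and 0.982 at 4 hr and 0.991 and 0.981 at 28 d, and hierarchical clustering with complete linkage placed 8 of 8 and 7 of 8 arrays with their own exposure. In aorta, the chosen genes gave 0.994 and 0.979 at 4 hr and 0.989 and 0.980 at 28 d, with 5 of 7 and 5 of 8 arrays beside their own exposure. Over all aorta genes tested, the mean correlation within exposures minus that between them was -9.56e-05 at 4 hr and -0.000487 at 28 d, which is smaller than the spread of the correlations within exposures (SD 0.00311 and 0.0109).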

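Among the 463 genes of the blood at 4 hr with an unadjusted p under 0.05 and a fold change of at least 1.1 were the interferon-stimulated genes *Irf7*, *Isg15*, *Usp18*, *Oasl2* and *Lgals3bp*, all higher in each GMA-SS array than in each air array, and the neutrophil gelatinase gene *Mmp9*, lower in each. Over these genes, blood arrays of the same exposure correlated at a mean of 0.991 (SD 0.00224) and arrays of different exposure at 0.977, and hierarchical clustering with correlation distance and complete linkage parted the 8 arrays into the air and GMA-SS groups. When the same arrays were parted in each of the 34 other ways into 4 and 4 and genes were chosen anew by the same criteria, clustering parted the arrays fully in all 34. Over all 9259 blood genes tested, the mean correlations within and between exposures differed by 0.000240, less than the spread within exposures (SD 0.00163), and 5 of 8 arrays lay with their own exposure. At 28 d, the 718 genes past the same criteria gave 0.990 within and 0.978 between exposures, with 5 of 8 arrays beside their own.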

In the blood, the annotated genes resulted in two distinct subclusters between the welding fume-exposed and air groups using our statistical criteria (p<0.05 and fold change +/− 1.1).

### Alterations in gene expression by microarray

#### Blood

Microarray analysis was performed on whole blood samples, aorta and lung at 4 hr and 28 d following the 10 d of inhalation exposure. The initial aim was to evaluate whole blood cells for a gene network signature of GMA-SS exposure. Utilizing the specified analysis criteria, 90 and 211 genes eligible for network analysis by Ingenuity Pathway Analysis (IPA) were altered due to inhalation of GMA-SS fume at 4 hr and 28 d, respectively. 

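In whole blood cells at 4 hr, *Irf7*, the transcription factor that drives interferon genes, was the 1 gene of 9259 that rose at an adjusted p under 0.05 from limma, and none fell. The lowest values by fold were those of *Mmp9*, 1.58-fold (log2 fold change -0.66, SE 0.17) lower, *Lcn2*, which encodes a siderophore-binding protein of neutrophil granules, 1.57-fold (log2 fold change -0.65, SE 0.30) lower, and the iron exporter gene *Slc40a1*, 1.57-fold (log2 fold change -0.65, SE 0.22) lower, with adjusted p-values of 0.463 to 0.981 (n = 4 per group). The 15 measured neutrophil markers had a median log2 fold change of -0.29 at 4 hr (camera, adjusted p = 6.30e-05, or adjusted p = 0.364 with an estimated correlation), and 0 of them was past the test for single genes. For the 10 natural killer cell markers the median was 0.24 (adjusted p = 3.47e-05, or adjusted p = 0.364 with an estimated correlation), with *Eomes*, a transcription factor of these cells, at 1.36-fold (log2 fold change 0.45, SE 0.11) and *Klrk1*, their activating receptor, at 1.27-fold (log2 fold change 0.35, SE 0.14). Without air replicate 1 this median was 0.38. With the normalized values of the authors the medians of neutrophil and natural killer cell markers were -0.07 and 0.14. At 28 d, 0 genes changed in limma's test (lowest adjusted p 0.0926), and 718 had an unadjusted p under 0.05. The 18 T cell markers had a median of -0.13 at that time (adjusted p = 0.00106, or adjusted p = 0.677 with an estimated correlation), with *Thy1* 1.31-fold (log2 fold change -0.39, SE 0.10) lower and the T cell receptor subunit gene *Cd3d* 1.21-fold (log2 fold change -0.28, SE 0.10) lower. At the thresholds of the paper, 463 genes passed at 4 hr, 261 higher and 202 lower, and 718 at 28 d, 308 higher and 410 lower. The number with an unadjusted p under 0.05 at 4 hr, 463, equals the 463 that chance gives over 9259 genes. With array weights, 4 genes were called at 4 hr and 11 at 28 d, *Thy1* among the latter (adjusted p = 0.0409), and without GMA-SS replicate 4 at 28 d, 4 were. The count at the thresholds of the paper at 28 d was 392 without air replicate 2 and 1055 without air replicate 3, and higher genes outnumbered lower ones with 75th percentile scaling (540 and 278) and without air replicate 1.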

The networks, “organismal development, infection mechanism, antimicrobial response” and “antimicrobial response, inflammatory response, post-translational modification” were the most significant networks at 4 hr (Additional file 1: Figure S2) and 28 d (Figure 2), respectively. Both networks consisted of genes related to type I interferon signaling and a central component to the pathway was the transcription factor interferon regulatory factor 7 (*Irf7)* (Additional file 1: Figure S2 and Figure 2; Additional file 1: Table S1). This effect was evident in the top differentially regulated genes at 4 hr and 28 d post-exposure (Additional file 1: Table S2). 

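*Irf7* rose in whole blood cells at 4 hr by 2.45-fold (log2 fold change 1.29, SE 0.17, adjusted p = 0.00658), and its mean log2 signal was 9.71 ± 0.20 (SD, n = 4) in air and 11.00 ± 0.16 (SD, n = 4) in GMA-SS mice. At 28 d its value was 2.08-fold (log2 fold change 1.06, SE 0.17, adjusted p = 0.0926), and at both times all 4 GMA-SS arrays lay above all 4 air arrays. Type I interferon induces a set of antiviral genes, of which 42 were measured in blood. At 4 hr, 33 of these 42 interferon-stimulated genes were above the air level, 1 rose at an adjusted p over all genes, and 8 rose when adjusted over the list alone, among them *Lgals3bp*, which encodes a secreted scavenger receptor protein, at 1.47-fold (log2 fold change 0.55, SE 0.14). At 28 d, 36 were above the air level, 0 passed limma's test over all genes and 11 rose when adjusted over the list alone, among them *Zbp1*, a cytosolic sensor of nucleic acid, at 1.51-fold (log2 fold change 0.60, SE 0.13). The paper drew its interferon response from these same arrays, so the counts over the list alone are not independent evidence. The median log2 fold change of the list was 0.26 at 4 hr (camera, adjusted p = 1.69e-13, or adjusted p = 0.364 with an estimated correlation) and 0.31 at 28 d (adjusted p = 6.61e-12, or adjusted p = 0.677 with an estimated correlation). Without GMA-SS replicate 3 the median at 28 d was 0.20. *Stat2*, a transcription factor that acts on these genes, had a log2 fold change of -0.08 (SE 0.15) in blood at 4 hr. The call of *Irf7* at 4 hr was lost without air replicate 1 (adjusted p = 0.0513), air replicate 3 (adjusted p = 0.0528) or GMA-SS replicate 2 (adjusted p = 0.0550). At 28 d it was called without GMA-SS replicate 4 (adjusted p = 0.00520), with array weights (adjusted p = 0.0199) with 75th percentile scaling (adjusted p = 0.0303) and with the replicate number as a block (adjusted p = 0.0491). *Lgals3bp* was called at 4 hr in a fit on that time point alone (adjusted p = 0.00464), and *Zbp1* at 28 d with array weights (adjusted p = 0.0409).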

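By fold change, the highest genes of the blood at 4 hr after *Irf7* were *Oasl2*, of the oligoadenylate synthetase family, at 2.32-fold (log2 fold change 1.22, SE 0.26, adjusted p = 0.225) and *Isg15*, a ubiquitin-like protein, at 2.00-fold (log2 fold change 1.00, SE 0.21, adjusted p = 0.225). *Usp18*, the protease that removes ISG15 from proteins, ranked 6 of 9259 at 1.73-fold (log2 fold change 0.79, SE 0.21, adjusted p = 0.495). These 3 genes did not pass limma's adjusted p, and each was higher in all 4 GMA-SS arrays than in all 4 air arrays. At 28 d, *Oasl2*, *Ifi27l2a* and *Isg15* ranked 3, 4 and 5 of 9259, at 2.00-fold (log2 fold change 1.00, SE 0.26), 1.81-fold (log2 fold change 0.86, SE 0.29) and 1.78-fold (log2 fold change 0.83, SE 0.21), with adjusted p-values of 0.605, 0.612 and 0.605. *Oas1g*, ranked 2, was above background on 1 of 8 arrays, so no fold is given. The lowest named genes at 28 d were *Camk2b*, a calmodulin-dependent kinase subunit, 1.85-fold (log2 fold change -0.89, SE 0.22, adjusted p = 0.605) lower and above background on 2 of 4 GMA-SS arrays, and *Rhbdd2*, 1.64-fold (log2 fold change -0.72, SE 0.13, adjusted p = 0.143) lower. Fitted on the arrays of 4 hr alone, *Isg15* (adjusted p = 0.00464) and *Usp18* (adjusted p = 0.0491) were called at that time, and with array weights *Isg15* was (adjusted p = 0.0284). Without GMA-SS replicate 4 at 28 d, *Oasl2* (adjusted p = 0.0304), *Isg15* (adjusted p = 0.0371) and *Rhbdd2* (adjusted p = 0.0482) were called, and with array weights *Rhbdd2* was (adjusted p = 0.0409).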

*Irf7* and several type I interferon related genes including *Isg15*, *Usp18*, *Ifitm3*, *Oas1* and *Oasl2* were confirmed by qRT-PCR at these time points (Figure 3A). These effects were also most prominent in the functional analysis at 4 hr (data not shown) and 28 d (Additional file 1: Figure S3) post-exposure. The determination of *Irf7* as the central component was entirely subjective. This claim was supported by our interpretation of the IPA analysis (e.g. *Irf7* gene expression was the highest (4 hr) and second highest (28 d) expressed gene in the blood and was primary to the most significant IPA networks), consistency and level of expression with time and tissue (e.g. confirmatory quantitative real-time RT-PCR), and supportive information in the literature indicating IRF7 the master regulator of the type I interferon response [18]. Together these findings contribute to our claim of *Irf7* as a central signaling component induced by GMA-SS inhalation.

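In whole blood cells, *Irf7* had the largest fold change among the 9259 genes tested and the lowest p, at 4 hr and at 28 d. With the normalized values of the authors *Irf7* ranked 2 by fold change in blood at 28 d, after *Ifi27l2a*. In the lung *Irf7* ranked 3 of 11133 by fold change at 4 hr and 7 at 28 d, behind the acute phase gene *Saa3* and the chemokine gene *Cxcl10* at both times. With the normalized values of the authors it ranked 7 and 15 in lung, and *Saa3* and *Lcn2* came first. In the aorta, where it was above background on 0 of 4 air arrays at 4 hr and 1 of 4 at 28 d, no rank by fold is given. The paper reasons that *Irf7* is a central signaling component. It draws on the place of *Irf7* among the expressed genes and in the networks, on its course over time and tissues with qRT-PCR, and on the literature. The paper states that this choice was subjective.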

**Figure 2:**
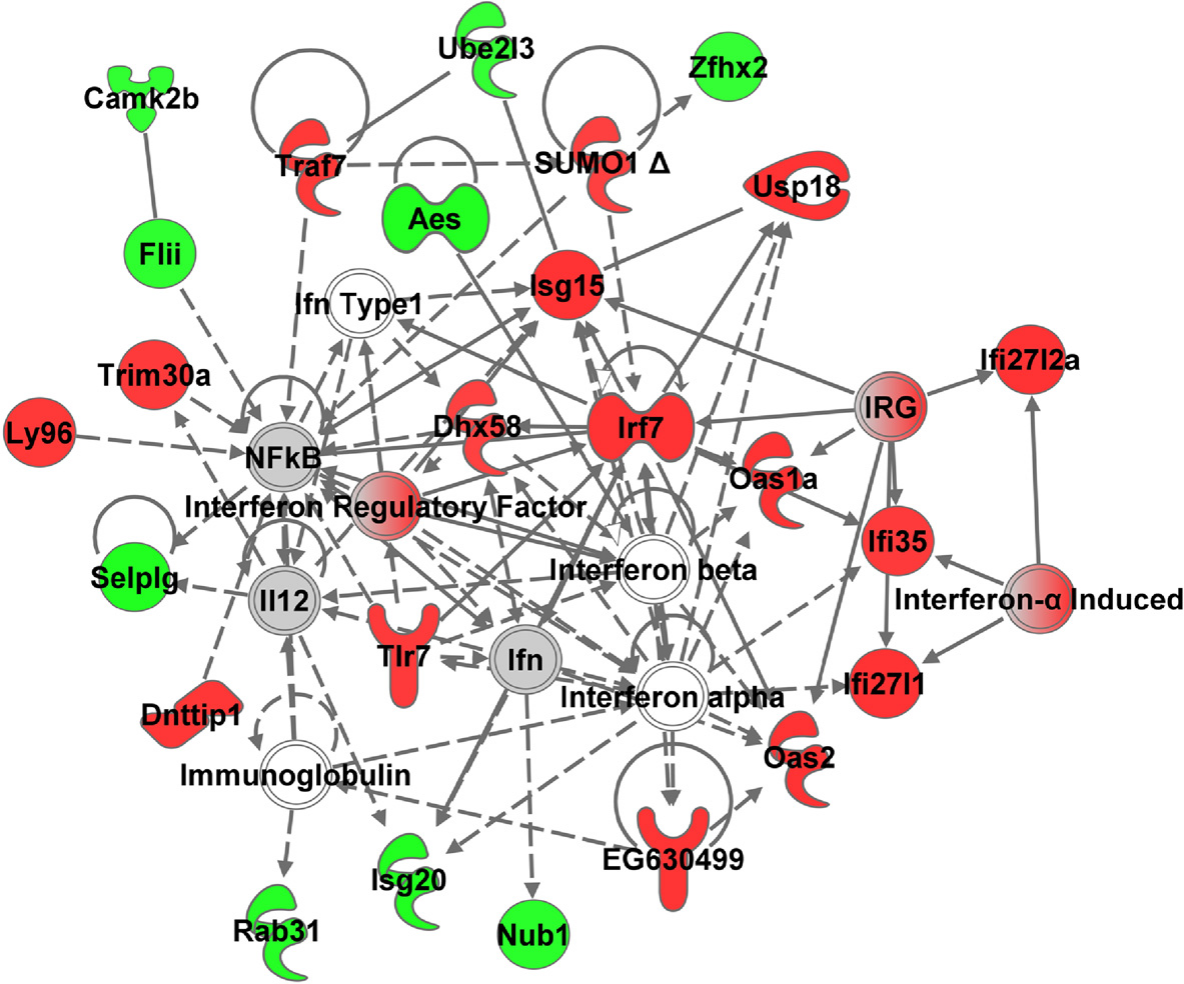
**Top molecular network in whole blood cells 28 d after GMA-SS inhalation exposure.** Gene network analysis by IPA indicated a significant type I interferon response following exposure. The network contained 25 of 35 focus molecules with a score of 44. A score of 44 means there is a 1 in 10^44^ chance of this network occurring by random chance. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

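Of the 24 genes drawn as changed in Figure 2, 22 were measured above the filter in blood at 28 d. All 13 of those drawn as higher were above the air level and all 9 drawn as lower were below it. Among the former, *Usp18* was at 1.59-fold (log2 fold change 0.67, SE 0.21), *Oas2*, of the oligoadenylate synthetase family, at 1.56-fold (log2 fold change 0.64, SE 0.29), *Ly96*, the partner of the endotoxin receptor, at 1.40-fold (log2 fold change 0.49, SE 0.16), and the RNA sensors *Dhx58* and *Tlr7* at 1.29-fold (log2 fold change 0.37, SE 0.18) and 1.26-fold (log2 fold change 0.33, SE 0.14). Among the latter, *Selplg*, the ligand of P-selectin, was 1.32-fold (log2 fold change -0.40, SE 0.14) lower and *Rab31*, a vesicle GTPase, 1.29-fold (log2 fold change -0.37, SE 0.13) lower. In limma's test 18 of the 22 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05. The study chose these genes on the same arrays, so their direction is not independent evidence.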

**Figure 3:**
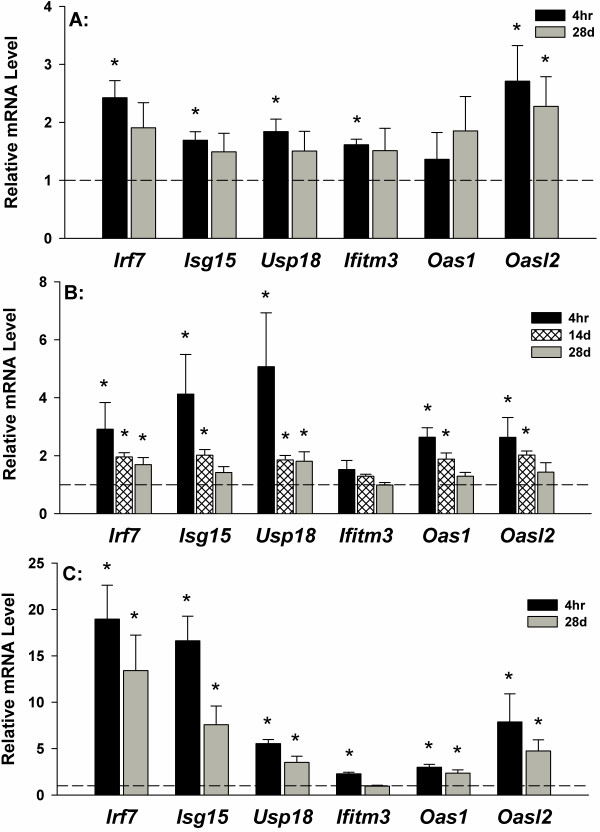
**Confirmation of microarray by qRT-PCR.** Relative mRNA expression levels of type I interferon related genes are shown in whole blood cells (**A**), aorta (**B**) and lung (**C**) in reference to sham (dotted line). *p<0.05 vs sham.

#### Aorta

Utilizing the analysis criteria, 90 and 165 genes eligible for network analysis by IPA were altered due to GMA-SS fume exposure at 4 hr and 28 d, respectively. 

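In the aorta at 4 hr, the genes highest by fold change among those with an unadjusted p under 0.05 were *LOC100048346*, 2.94-fold (log2 fold change 1.55, SE 0.47), *Usp18*, 2.81-fold (log2 fold change 1.49, SE 0.46), *Lgals3bp*, 2.28-fold (log2 fold change 1.19, SE 0.27), and *Gbp3*, a guanylate-binding protein, 2.23-fold (log2 fold change 1.16, SE 0.36) (n = 4 air and 3 GMA-SS arrays). The lowest were *1600014C10Rik*, 1.41-fold (log2 fold change -0.50, SE 0.13) lower, the transferrin receptor gene *Tfrc*, 1.40-fold (log2 fold change -0.49, SE 0.19) lower, and *Ltv1*, a ribosome assembly factor, 1.40-fold (log2 fold change -0.48, SE 0.14) lower. At 28 d the highest were *Thsd4*, an extracellular matrix protein of microfibrils, 2.91-fold (log2 fold change 1.54, SE 0.50), and *LOC100048346*, 2.18-fold (log2 fold change 1.12, SE 0.44), and the lowest were genes of heart muscle, *Pln*, which inhibits the calcium pump, 1.99-fold lower (SE 0.34 on the log2 scale), and *Tnni3*, cardiac troponin I, 1.85-fold (log2 fold change -0.89, SE 0.37) lower. In limma's test, 0 of 9850 genes changed at 4 hr (lowest adjusted p 0.353) and 0 at 28 d (lowest adjusted p 0.460), while 381 and 673 had an unadjusted p under 0.05, where chance gives 493. At the thresholds of the paper, 365 genes passed at 4 hr, 171 higher and 194 lower, and 616 at 28 d, 265 higher and 351 lower. Higher genes outnumbered lower ones at both times with 75th percentile scaling (228 and 143 at 4 hr, 387 and 318 at 28 d), with the normalized values of the authors and with the replicate number as a block, and at 4 hr also without background correction, without arrays with markers of another tissue and in 3 of 7 fits that left out 1 array. Without GMA-SS replicate 2 the number at 4 hr was 219, and at 28 d *Pln* was then called (adjusted p = 0.0354). Markers of other tissue were high in single aorta arrays at both times, among them airway epithelial markers in GMA-SS replicate 2 at 28 d, 4.18 log2 units above the median array, and cardiac muscle markers in the same array, 1.19 above it.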

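All 32 interferon-stimulated genes measured in the aorta were above the air level at 4 hr. When adjusted over the list alone, 19 of the 32 rose, among them *Ifi27l2a*, 1.53-fold (log2 fold change 0.62, SE 0.11), *Stat2*, 1.58-fold (log2 fold change 0.66, SE 0.16), and *Eif2ak2*, the kinase that stops translation on double-stranded RNA, 1.35-fold (log2 fold change 0.44, SE 0.13) (n = 4 air and 3 GMA-SS arrays). Over all genes tested, 0 of them passed limma's test, and with array weights *Ifi27l2a* was called (adjusted p = 0.0222). The paper drew its interferon response from these same arrays, so the count over the list alone is not independent evidence. The median log2 fold change was 0.53 (camera, adjusted p = 7.37e-35, or adjusted p = 0.116 with an estimated correlation), and it lay between 0.27 and 0.66 as single arrays were left out. The 11 measured GTPases and factors that interferon gamma induces had a median of 0.27 (adjusted p = 4.56e-06, or adjusted p = 0.304 with an estimated correlation), with *Irgm2* at 1.88-fold (log2 fold change 0.91, SE 0.27) and *Gbp7* at 1.63-fold (log2 fold change 0.70, SE 0.27). Without GMA-SS replicate 2 their median was 0.17, in a fit on that time point alone 0.48, and with the strict detection filter 0.67. The 15 genes of MHC class I antigen presentation had a median of 0.22 (adjusted p = 1.78e-05, or adjusted p = 0.404 with an estimated correlation), with *H2-T23*, a nonclassical class I gene, at 1.38-fold (log2 fold change 0.47, SE 0.14). The class I median was 0.09 without GMA-SS replicate 2 and 0.40 without GMA-SS replicate 3. For the 17 genes of RIG-I-like receptor signaling the median was 0.28 (adjusted p = 8.05e-06, or adjusted p = 0.160 with an estimated correlation), and 5 rose when adjusted over the list alone. That median was 0.12 without GMA-SS replicate 2 and 0.07 without a detection filter. Skeletal muscle markers were high in air replicates 2 and 3 and GMA-SS replicate 3 of these arrays, by 2.59, 4.55 and 3.75 log2 units above the median aorta array.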

At 4 hr, the top 2 networks were “antimicrobial response, inflammatory response, infection mechanism” and “antimicrobial response, inflammatory response, post-translational modification” showing similarity to the response in the whole blood cells (data not shown and Figure 4 respectively; Additional file 1: Table S3). 

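*Irf7* was not above background on any of the 4 air arrays of the aorta at 4 hr and was above it on all 3 GMA-SS arrays, at least 1.52-fold higher, with an adjusted p of 1.00 from limma. All 3 GMA-SS arrays lay above the 4 air arrays. *Irf9*, a transcription factor of the interferon response, was at 1.86-fold (log2 fold change 0.90, SE 0.28), *Isg15* at 2.10-fold (log2 fold change 1.07, SE 0.37), and *Ddx58*, the RNA sensor RIG-I, at 1.47-fold (log2 fold change 0.56, SE 0.19) at 4 hr, each also with full separation of the arrays. At 28 d *Irf7* was above background on 1 of 4 air and 3 of 4 GMA-SS arrays, so no exact fold is given. From the networks at 4 hr, the paper concludes that the response of the aorta was similar to that of the blood.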

The transcription factor *Irf7* was a central molecule in the response of the aorta. Confirmation by qRT-PCR of type I interferon related genes showed the effect was still prominent at 14 d post-exposure and resolving toward baseline by 28 d (Figure 3B). Similar to the blood, the functional analysis was a reflection of the network analysis described above (Additional file 1: Figure S4). At 28 d, 164 genes were eligible for network analysis; however, the above mentioned gene networks were not a significant part of the results (data not shown).

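At 28 d, 31 of the 32 interferon-stimulated genes of the aorta were above the air level, and 0 passed when adjusted over the list alone. *Usp18* was at 2.02-fold (log2 fold change 1.01, SE 0.42), *Lgals3bp* at 1.63-fold (log2 fold change 0.70, SE 0.25) and *Rtp4*, a chaperone of membrane receptors, at 1.47-fold (log2 fold change 0.55, SE 0.23) (n = 4 per group). The median of the list was 0.27 (camera, adjusted p = 1.25e-09, or adjusted p = 0.858 with an estimated correlation). Its difference from the 4 hr response had a median of -0.29 (adjusted p = 0.000265 for the interaction, or adjusted p = 0.793 with an estimated correlation). The 12 cardiac muscle markers had a median of -0.75 (adjusted p = 2.36e-05, or adjusted p = 0.858 with an estimated correlation), with the natriuretic peptide gene *Nppa* at -1.54 (SE 0.74), and the 13 smooth muscle markers had a median of 0.29 (adjusted p = 3.81e-05, or adjusted p = 0.858 with an estimated correlation), with *Tagln*, transgelin, at 1.36-fold (log2 fold change 0.45, SE 0.12) and *Myh11*, smooth muscle myosin, at 1.30-fold (log2 fold change 0.38, SE 0.14). Cardiac markers stood above the median aorta array in single arrays of both groups, by 0.72 and 0.99 log2 units in air replicates 1 and 4 and 1.19 in GMA-SS replicate 2. Without GMA-SS replicate 2, in which airway markers were high too, the cardiac median was -1.22 and the smooth muscle median 0.14. Camera's p at the preset correlation, not adjusted over lists, was then 0.116 for the smooth muscle markers.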

**Figure 4:**
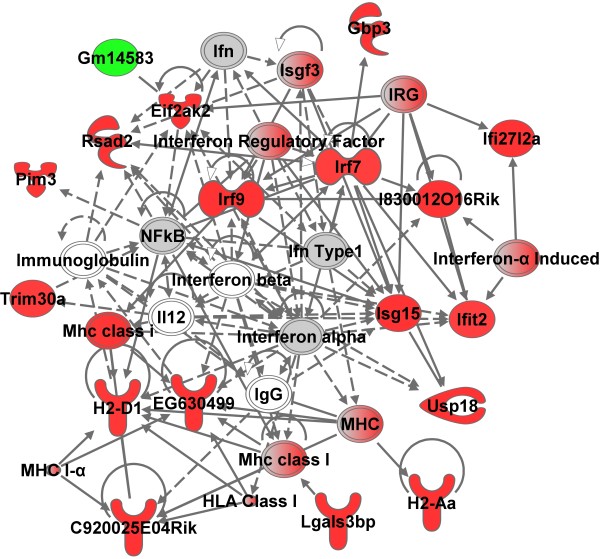
**A top molecular network in aorta at 4 hr after GMA-SS inhalation exposure.** Gene network analysis by IPA indicated a significant type I interferon response following exposure. The network contained 18 of 35 focus molecules with a score of 35. A score of 35 means there is a 1 in 10^35^ chance of this network occurring by random chance. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

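Of the 18 genes drawn as changed in Figure 4, 15 were measured above the filter in the aorta at 4 hr, all of them drawn as higher and all above the air level, with a median log2 fold change of 0.62. Among them were *Ifit3b*, which binds viral RNA, at 1.82-fold (log2 fold change 0.86, SE 0.31), *Rsad2*, which encodes the antiviral enzyme viperin, at 1.46-fold (log2 fold change 0.55, SE 0.26), *Trim30a*, a ubiquitin ligase, at 1.44-fold (log2 fold change 0.52, SE 0.18), and the MHC class II gene *H2-Aa* at 1.43-fold (log2 fold change 0.52, SE 0.20). *Pim3*, a kinase, had the smallest value, 1.17-fold (log2 fold change 0.22, SE 0.08). All 15 had an unadjusted p under 0.05 in limma's test and 0 an adjusted p under 0.05, and since the study chose them on these arrays their direction is not independent evidence.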

#### Lung

A major hypothesis of our laboratory is that the systemic gene signature reflects the ongoing pulmonary response induced by a particle. Due to the known pulmonary toxicity of this exposure regimen [3], significant changes were expected in the lung tissue. Indeed, 439 and 368 genes eligible for network analysis by IPA were altered at 4 hr and 28 d post-exposure, respectively. 

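The lung changed far more than the other tissues. At 4 hr, 2164 of 11133 genes changed, 1064 higher and 1100 lower, and at 28 d, 1816, 853 higher and 963 lower (limma, adjusted p under 0.05, n = 4 mice per group). The largest rise at both times was that of *Saa3*, 45.7-fold (log2 fold change 5.52, SE 0.54, adjusted p = 2.18e-06) at 4 hr and 46.1-fold (log2 fold change 5.53, SE 0.54, adjusted p = 3.22e-06) at 28 d. Genes for chemokines that draw monocytes and T cells also rose, *Ccl7* at 12.2-fold (log2 fold change 3.61, SE 0.38) and 12.2-fold (log2 fold change 3.61, SE 0.38), and *Cxcl9* at 11.2-fold (log2 fold change 3.48, SE 0.42) and 11.6-fold (log2 fold change 3.54, SE 0.42). *Cxcl10*, not above background on any air array at 4 hr, rose at least 21-fold. Also among the 10 largest rises were *Slc26a4*, the anion exchanger pendrin, 8.94-fold (log2 fold change 3.16, SE 0.21) at 4 hr, and *Mmp12*, macrophage elastase, 11.4-fold (log2 fold change 3.51, SE 0.20) at 28 d. The largest falls at 4 hr were those of the cytochrome P450 gene *Cyp4a12b*, at least 5.02-fold with no GMA-SS array above background, of *Krt79*, 6.23-fold (log2 fold change -2.64, SE 0.24), and of *Gal*, 5.20-fold (log2 fold change -2.38, SE 0.18), and the last 2 also fell the most at 28 d, 3.91-fold (log2 fold change -1.97, SE 0.24) and 3.70-fold (log2 fold change -1.89, SE 0.18). At the thresholds of the paper, 1548 genes passed at 4 hr, 895 higher and 653 lower, and 1367 at 28 d, 807 higher and 560 lower. The count of changed genes at 28 d was 1078 without GMA-SS replicate 3 and 1163 in a fit on the arrays of that time point alone, and the counts at the thresholds of the paper were 879 and 777 without background correction. Higher changed genes outnumbered lower ones at 4 hr without a detection filter (985 and 914) and in 7 of 8 fits that left out 1 array, and at 28 d with 75th percentile scaling, without a detection filter (796 and 771), in the fit on that time point alone (640 and 523) and in 4 of 8 fits that left out 1 array.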

A complete analysis of the global lung response was not the focus of this study, instead whether a type I interferon response was evident following analysis of the blood and aorta. In the lung at 4 hr and 28 d, four significant networks (two at 4 hr and 28 d) indicating infectious disease, antimicrobial response and infection mechanism were evident (Figure 5; Additional file 1: Figure S5 highlight two networks; Additional file 1: Table S4). 

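In the lung, 43 of 45 measured interferon-stimulated genes rose at 4 hr and 44 at 28 d, and none fell; 44 and 45 rose when adjusted over the list alone. *Isg15* rose 11.1-fold (log2 fold change 3.48, SE 0.36) at 4 hr and 6.48-fold (log2 fold change 2.70, SE 0.36) at 28 d, *Oasl1* 9.25-fold (log2 fold change 3.21, SE 0.37) and 8.44-fold (log2 fold change 3.08, SE 0.37), and *Ifi27l2a* 4.24-fold (log2 fold change 2.09, SE 0.18) and 4.02-fold (log2 fold change 2.01, SE 0.18). *Usp18* rose 4.75-fold (log2 fold change 2.25, SE 0.24) and 3.64-fold (log2 fold change 1.86, SE 0.24), *Oasl2* 4.78-fold (log2 fold change 2.26, SE 0.22) and 3.65-fold (log2 fold change 1.87, SE 0.22), and *Ifitm3*, which blocks the entry of viruses, 1.60-fold (log2 fold change 0.68, SE 0.12) and 1.34-fold (log2 fold change 0.43, SE 0.12). *Oas1a* was not above background on any air array and rose at least 1.14-fold at 4 hr and 1.47-fold at 28 d. The median log2 fold change of the list was 1.67 at 4 hr (camera, adjusted p = 6.14e-42, or adjusted p = 0.0887 with an estimated correlation) and 1.46 at 28 d (adjusted p = 6.58e-42, or adjusted p = 0.0592 with an estimated correlation). In fry's test of whether the genes of the list move one way, without a comparison with other genes, adjusted p was 5.93e-05 and 0.000209. The call of *Oas1a* at 4 hr was lost without GMA-SS replicate 2 (adjusted p = 0.0733), and that of *Ifitm3* at 28 d without air replicate 3 (adjusted p = 0.0591), GMA-SS replicate 1 (adjusted p = 0.0698) or GMA-SS replicate 3 (adjusted p = 0.0606).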

Corresponding to the blood and aorta, a central component of the IPA networks was *Irf7*. 

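*Irf7* rose 17.1-fold (log2 fold change 4.09, SE 0.35, adjusted p = 5.81e-07) in the lung at 4 hr, from a mean log2 signal of 7.30 ± 0.13 (SD, n = 4) in air to 11.39 ± 0.52 (SD, n = 4) in GMA-SS mice. At 28 d it rose 10.5-fold (log2 fold change 3.40, SE 0.35, adjusted p = 6.75e-06), to 10.96 ± 1.04 (SD, n = 4). Without background correction the rises were 9.47-fold and 6.53-fold, and with the normalized values of the authors 4.73-fold and 3.65-fold. Of the transcription factors that act on interferon-stimulated genes, *Stat2* rose by 2.83-fold (SE 0.19 on the log2 scale) at 4 hr and 2.12-fold (log2 fold change 1.09, SE 0.19) at 28 d, and *Irf9* by 2.04-fold (log2 fold change 1.03, SE 0.14) and 1.86-fold (log2 fold change 0.89, SE 0.14) (limma, adjusted p of at most 0.00120).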

Several of the genes were confirmed by qRT-PCR (Figure 3C).

**Figure 5:**
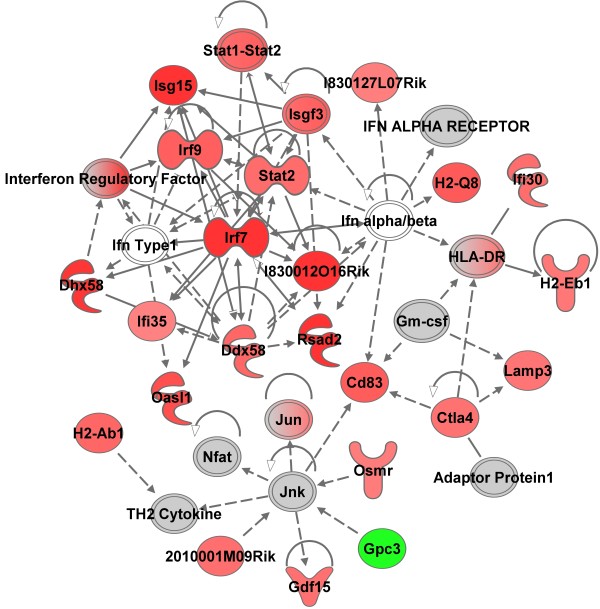
**A top molecular network in lung at 28 d after GMA-SS inhalation exposure.** Gene network analysis by IPA indicated a significant type I interferon response following exposure. The network contained 22 of 35 focus molecules with a score of 30. A score of 30 means there is a 1 in 10^30^ chance of this network occurring by random chance. Intensity of the red (upregulated) or green (downregulated) color indicates level of gene expression. The white color indicates a predicted molecule incorporated from the Ingenuity knowledge base. Gray represents a molecule present in the dataset, but one that did not meet the specified cutoff criteria.

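Of the 23 genes drawn as changed in Figure 5, 22 were measured above the filter in the lung at 28 d, and 20 of them changed at an adjusted p under 0.05. Of those drawn as higher, 20 of 21 were above the air level, and the one drawn as lower, the glypican gene *Gpc3*, fell, by 1.33-fold (log2 fold change -0.41, SE 0.07). *Rsad2* rose 5.24-fold (log2 fold change 2.39, SE 0.35), *Gdf15*, a stress-induced cytokine, 3.64-fold (log2 fold change 1.86, SE 0.14), *Cd83*, of mature dendritic cells, 2.15-fold (log2 fold change 1.10, SE 0.16), *Ifi30*, a lysosomal reductase of antigen processing, 1.70-fold (log2 fold change 0.77, SE 0.10), and *Osmr*, the oncostatin M receptor, 1.44-fold (log2 fold change 0.52, SE 0.08). *Ctla4*, an inhibitory receptor of T cells, was not above background on any air array and rose at least 4.91-fold. *Jun*, a subunit of AP-1, was at a log2 fold change of -0.23 (SE 0.15), adjusted p = 0.365, and *Mzb1*, of plasma cells, at 1.00 (SE 0.42), adjusted p = 0.118. As the study chose these genes on the same arrays, their direction is not independent evidence.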

### Serum protein profiling

A panel of 59 analytes was measured in the serum before the outcome of the microarray data was learned. The panel was composed mainly of inflammatory markers, and interferon alpha and beta were not included; however, several proteins from the panel complemented a systemic type 1 interferon response. C-reactive protein (CRP) and matrix metalloproteinase 9 (MMP-9) were decreased and oncostatin M (OSM) was increased at 4 hr (Additional file 1: Table S5). By 28 d post-exposure the changes included decreased immunoglobulin A (IgA) and a highly significant increase in vascular cell adhesion molecule-1 (VCAM-1). At both time points there was a general trend for increased serum inducible protein 10 (IP-10) (41% at 4 hr and 50% at 28d; Additional file 1: Table S5).

### Type I interferon and related pattern recognition receptor (PRR) induction

To complement *Irf7* induction, the expression of the type I interferon genes *Ifna1* (identifies interferon alpha 1, 5 and 6) and *Ifnb1* (interferon beta 1) and the intracellular PRR *Ddx58* (DEAD box polypeptide 58; RIG-I) and *Ifih1* (interferon induced with helicase C domain; MDA5) were evaluated by qRT-PCR. These genes were increased in the lung at 4 hr and 28 d post exposure (Figure 6). 

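*Dhx58* rose in the lung, 4.61-fold (log2 fold change 2.21, SE 0.24, adjusted p = 7.66e-06) at 4 hr and 3.57-fold (log2 fold change 1.84, SE 0.24, adjusted p = 7.95e-05) at 28 d by limma (n = 4 mice per group). Its mean log2 signal was 8.32 ± 0.14 (SD) in air and 10.52 ± 0.34 in GMA-SS mice at 4 hr, and 8.62 ± 0.06 and 10.46 ± 0.72 at 28 d, with full separation of the groups. *Dhx58* encodes LGP2, the RIG-I-like receptor without the domains that pass the signal on. In aorta at 4 hr *Dhx58* was at 1.27-fold (log2 fold change 0.35, SE 0.17), with an adjusted p of 1.00, and in blood at 1.22-fold (log2 fold change 0.29, SE 0.18), with an adjusted p of 0.998.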

Another related intracellular PRR, *Dhx58* (DEXH box polypeptide 58; LGP2), was increased in the array data (2.355 fold induction p = 2.89E-09 at 4 hr and 2.157 fold induction p = 2.35E-08 at 28 d). Also, *Tlr7* was increased at both time points (1.271 fold induction p = 3.12E-04 at 4 hr and 1.369 fold induction p = 1.05E-05 at 28 d). 

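*Tlr7*, the endosomal receptor for single-stranded RNA, rose 1.78-fold (log2 fold change 0.83, SE 0.19, adjusted p = 0.00571) in the lung at 4 hr and 1.88-fold (log2 fold change 0.91, SE 0.19, adjusted p = 0.00417) at 28 d by limma (n = 4 mice per group). At 4 hr all 4 GMA-SS arrays lay above the air arrays, and at 28 d the groups overlapped. *Myd88*, the adaptor through which TLR7 signals, rose 1.33-fold (log2 fold change 0.41, SE 0.10) and 1.34-fold (log2 fold change 0.42, SE 0.10). In blood *Tlr7* was at 1.25-fold (log2 fold change 0.32, SE 0.14) at 4 hr, with an adjusted p of 0.981, and in aorta at 1.05-fold (log2 fold change 0.07, SE 0.16), with an adjusted p of 1.00.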

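In the lung, 12 of 19 measured genes of RIG-I-like receptor signaling and cytosolic activation of interferon regulatory factors rose at 4 hr and 14 at 28 d, and none fell. When adjusted over the list alone, 16 rose and 1 fell at 4 hr, and 14 rose at 28 d. Of the receptors, *Ddx58* (RIG-I) rose 2.40-fold (log2 fold change 1.26, SE 0.18) at 4 hr and 2.06-fold (log2 fold change 1.05, SE 0.18) at 28 d, and *Ifih1* (MDA5) 2.76-fold (log2 fold change 1.46, SE 0.27) and 2.25-fold (log2 fold change 1.17, SE 0.27), with adjusted p-values of 0.000102 to 0.00789 from limma (n = 4 mice per group). The list also holds *Irf7*, *Isg15*, *Stat2*, *Irf9* and *Dhx58*, which interferon itself induces. Its median log2 fold change was 1.03 at 4 hr (camera, adjusted p = 1.75e-12, or adjusted p = 0.0887 with an estimated correlation) and 0.80 at 28 d (adjusted p = 2.07e-12, or adjusted p = 0.0592 with an estimated correlation). In blood, 1 of 18 genes of the list rose at 4 hr, *Irf7*, and the median was 0.04 (adjusted p = 0.0495, or adjusted p = 0.497 with an estimated correlation), which without GMA-SS replicate 2 became -0.03. At 28 d the median in blood was 0.04 (adjusted p = 0.0159, or adjusted p = 0.695 with an estimated correlation). From a canonical pathway that its network software found, activation of IRF by cytosolic receptors, the paper describes signaling upstream and downstream of *Irf7*.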

IPA analysis also revealed a significant IRF canonical pathway “activation of IRF by cytosolic PRR” at 4 hr (data not shown) and 28 d (Additional file 1: Figure S6) illustrating both upstream and downstream signaling related to *Irf7* induction.

**Figure 6:**
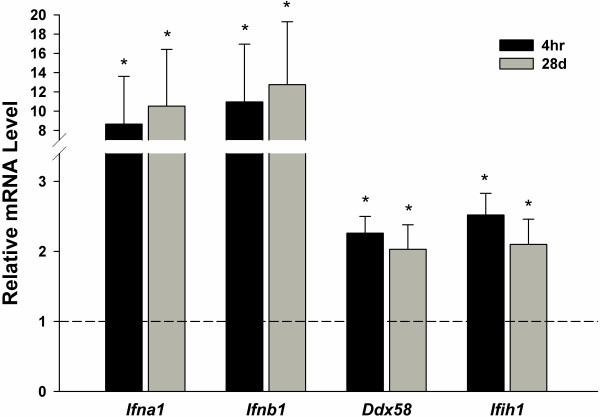
**Effects of GMA-SS inhalation exposure on pulmonary type I interferons and associated pattern recognition receptors.** Relative mRNA levels of interferon alpha (*Ifna* – recognizes interferon alpha 1, 5 and 6), interferon beta (*Ifnb* – recognizes interferon beta 1), and the pattern recognition receptors *Ddx58* (DEAD box polypeptide 58; RIG-I) and *Ifih1* (interferon induced with helicase C domain; MDA5) were increased in the lung in reference to sham (dotted line). *p<0.05 vs sham.

### Additional PRR induction

In addition to the specific IRF-associated PRR canonical pathway, IPA analysis showed a network of general PRR induction in the lung following welding fume inhalation exposure at 4 hr (data not shown) that was still evident 28 d (Additional file 1: Figure S10) post-exposure. 

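Of 29 measured toll-like and other surface or endosomal pattern recognition receptors and their adaptors, 12 rose in the lung at 4 hr and 13 at 28 d, and none fell. When adjusted over the list alone, 12 rose at 4 hr and 17 at 28 d. The largest rise was that of *Clec4d*, a C-type lectin receptor of myeloid cells, 4.43-fold (log2 fold change 2.15, SE 0.15) at 4 hr and 5.02-fold (log2 fold change 2.33, SE 0.15) at 28 d, and *Clec4n*, another, rose 1.77-fold (log2 fold change 0.82, SE 0.12) and 2.51-fold (log2 fold change 1.33, SE 0.12). *Cd14*, a co-receptor for endotoxin, rose 2.08-fold (log2 fold change 1.06, SE 0.12, adjusted p = 2.32e-05) at 28 d. The median log2 fold change of the list was 0.32 at 4 hr (camera, adjusted p = 4.69e-08, or adjusted p = 0.107 with an estimated correlation) and 0.47 at 28 d (adjusted p = 7.99e-12, or adjusted p = 0.0452 with an estimated correlation). Several of these receptors are expressed by macrophages and other phagocytes, whose markers moved in the same arrays: 8 of 17 macrophage markers rose and 2 fell at 4 hr, and 11 rose and 2 fell at 28 d.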

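*Tlr2*, the receptor for bacterial lipoproteins, rose in the lung by 1.79-fold (log2 fold change 0.84, SE 0.14, adjusted p = 0.000478) at 4 hr and 1.90-fold (log2 fold change 0.93, SE 0.14, adjusted p = 0.000292) at 28 d, and *Clec7a*, the beta-glucan receptor dectin-1, by 1.43-fold (log2 fold change 0.51, SE 0.10, adjusted p = 0.00190) and 1.91-fold (log2 fold change 0.94, SE 0.10, adjusted p = 1.13e-05) (limma, n = 4 mice per group). *Marco*, a scavenger receptor of alveolar macrophages, was at 1.05-fold (log2 fold change 0.07, SE 0.22) at 4 hr, with an adjusted p of 0.866, and rose 1.92-fold (log2 fold change 0.94, SE 0.22, adjusted p = 0.00708) at 28 d. The difference between the 2 responses of *Marco* had a log2 value of 0.87 (SE 0.31) and an adjusted p of 0.407 for the interaction, and without GMA-SS replicate 1 at 28 d it was called (adjusted p = 0.0357). *Tlr4*, the endotoxin receptor, was above background on 1 of 4 air and 2 of 4 GMA-SS arrays at 4 hr and on none at 28 d, so no fold is given.

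**Figure D1:**
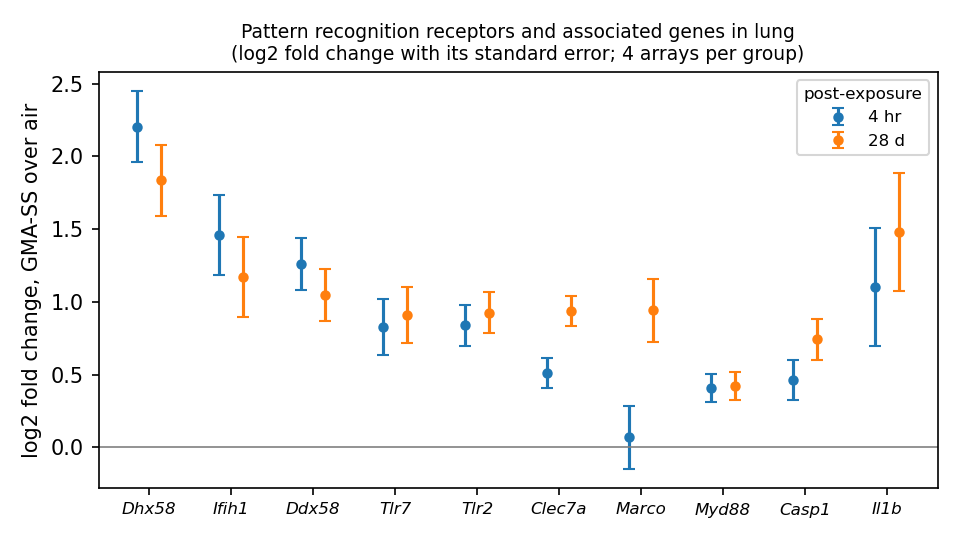
Log2 fold change with its standard error of pattern recognition receptors and associated genes in lung at 4 hr and 28 d (n = 4 mice per group), from 2.21 (SE 0.24) for *Dhx58* to 0.07 (SE 0.22) for *Marco* at 4 hr and from 1.84 (SE 0.24) for *Dhx58* to 0.42 (SE 0.10) for *Myd88* at 28 d.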

Gene expression of several other PRR and associated signaling molecules was induced (Additional file 1: Figure S7; Additional file 1: Table S6). 

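*Il1b*, which encodes interleukin-1 beta, rose in the lung at 28 d by 2.79-fold (log2 fold change 1.48, SE 0.41, adjusted p = 0.0195), and at 4 hr its value was 2.15-fold (log2 fold change 1.10, SE 0.41, adjusted p = 0.0681) (limma, n = 4 mice per group). *Casp1*, the protease that matures interleukin-1 beta, rose 1.38-fold (log2 fold change 0.46, SE 0.14, adjusted p = 0.0260) at 4 hr and 1.67-fold (log2 fold change 0.74, SE 0.14, adjusted p = 0.00169) at 28 d. *Casp4*, the caspase of the noncanonical inflammasome, rose 1.75-fold (log2 fold change 0.81, SE 0.17) and 2.01-fold (log2 fold change 1.01, SE 0.17), while *Il18*, the other cytokine that caspase-1 matures, fell 1.98-fold (log2 fold change -0.98, SE 0.12) and 1.45-fold (log2 fold change -0.54, SE 0.12). Of 11 measured genes of the NLRP3 inflammasome, 3 rose and 1 fell at 4 hr, and 4 rose and 1 fell at 28 d; when adjusted over the list alone, 4 and 5 rose and 1 fell each time. The median log2 fold change was 0.32 at 4 hr (camera, adjusted p = 0.174) and 0.28 at 28 d (adjusted p = 0.00545, or adjusted p = 0.222 with an estimated correlation). At 4 hr the median was 0.19 without GMA-SS replicate 2 and 0.12 without a detection filter. The call of *Il1b* at 28 d was lost without air replicate 4 (adjusted p = 0.0560), GMA-SS replicate 1 (adjusted p = 0.0731) or GMA-SS replicate 3 (adjusted p = 0.0792), and at 4 hr it was called in a fit on that time point alone (adjusted p = 0.0210) and with the replicate number as a block (adjusted p = 0.0256). The call of *Casp1* at 4 hr was lost in 5 of 8 fits that left out 1 array, air replicate 1, 3 or 4 or GMA-SS replicate 1 or 2, with adjusted p up to 0.0971.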

Microarray analysis indicated induction of *Il1b* and *Casp1* suggesting NALP3 activation. Confirmation by qRT-PCR of *Nlrp3* and associated genes are shown in Additional file 1: Figure S8; significant effects were seen at 28 d after exposure. In this study, IL-1β was not increased in the serum, but was increased in a previous exposure at 14 d post [8] suggesting a peak in the response may have occurred sometime between 4 hr and 28 d.

### Specificity of Irf7 signaling

One question which arose from this methodological approach was the uniqueness of a consistent molecular signature, in this case *Irf7* and type I interferon signaling following GMA-SS inhalation exposure, in pulmonary and extrapulmonary compartments. To gain insight, previous experimental designs were examined for *Irf7*, *Ddx58* and *Ifih1* induction. A recent study by our group compared the pulmonary and systemic effects of SS and mild steel (MS) welding fume by pharyngeal aspiration in male C57BL/6J mice [19]. At 24 hr post-aspiration of 340 μg of GMA welding fume, analysis of the lungs showed the GMA-SS, but not GMA-MS, fume increased *Irf7*, *Ddx58* and *Ifih1* gene expression (Figure 7). Also, previous pulmonary exposures to 40 μg of multi-walled CNT or single-walled CNT in male C57BL/6J mice [15] showed no induction of *Irf7* or associated PRR (Figure 7). The exposures to both welding fume and CNT induced marked cytotoxicity, measured by bronchoalveolar lavage lactate dehydrogenase activity (Additional file 1: Figure S9A), a marked inflammatory response (Additional file 1: Figure S9B), and inflammatory cell influx [15,19] indicating a generalized response to inflammation was not likely contributing to the increase of these specific genes.

**Figure 7:**
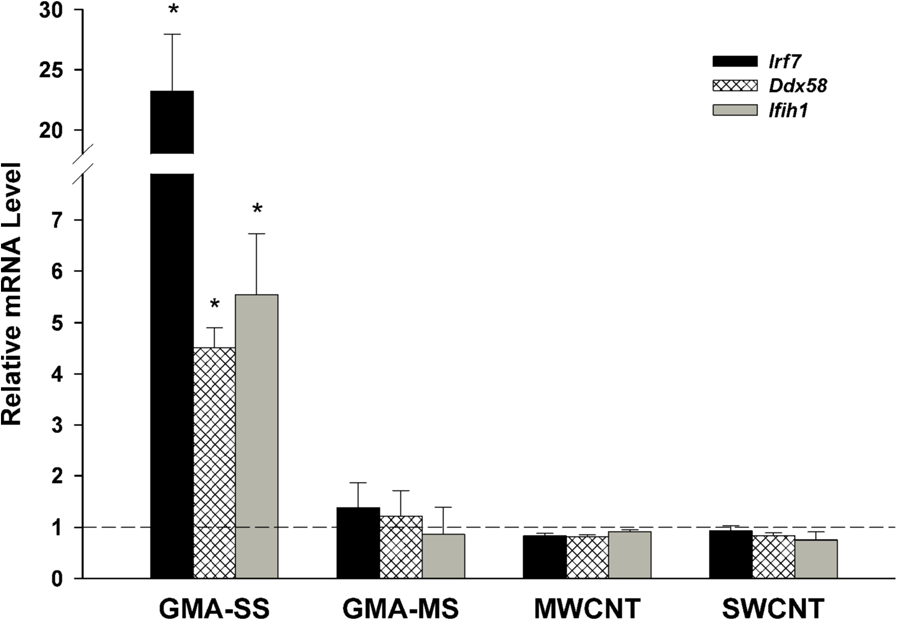
**Effects of multiple different pulmonary exposures on lung mRNA levels of *Irf7 *and associated pattern recognition receptors.** Lung RNA extracted from previously published exposures was assessed post-hoc with respect to the new findings from this study. Male C57BL/6 J mice were exposed to 340 μg of gas metal arc – stainless steel (GMA-SS), 340 μg gas metal arc – mild steel (GMA-MS), 40 μg of multi-walled carbon nanotubes (MWCNT), or 40 μg single-walled carbon nanotubes (SWCNT) (n = 5 or 6 per group for all exposures) by pharyngeal aspiration and lungs were harvested 24 hr post-exposure [15,19]. Relative mRNA levels of *Irf7* (interferon regulatory factor 7) and the pattern recognition receptors *Ddx58* (DEAD box polypeptide 58; RIG-I) and *Ifih1* (interferon induced with helicase C domain; MDA5) were increased in the lungs of GMA-SS exposed mice only in reference to sham (dotted line). *p<0.05 vs sham.

### Discussion and conclusion

The novel findings of this study include blood cell activation with dominant type I interferon signaling following 10 d of welding fume inhalation. Similar signaling pathways were found in the lung and, interestingly, in the aorta. 

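The lung response at 28 d shared most of its genes with that at 4 hr. Of 853 genes that rose at 28 d, 609 (71.4%) had risen at 4 hr, where independent lists would share 81.5, and of 963 that fell, 543 (56.4%) had fallen, against 95.2; 3 genes rose and then were lower, and 4 fell and then were higher. The 2 time points share no arrays, but the same fit gave both lists, with a shared variance per gene and arrays normalized together. GMA-SS arrays also held the same positions on the beadchips at both times. The shares of independent lists are therefore not a strict baseline. The interaction of exposure and time was past an adjusted p of 0.05 for 64 lung genes, 30 higher and 34 lower at 28 d, and for 0 genes of blood (332 with an unadjusted p under 0.05) and 0 of aorta (386) in limma's test. Metallothionein *Mt1*, which binds metal ions, was among the lung genes whose response fell, by 1.17 on the log2 scale (SE 0.16, adjusted p = 0.00128). For *Irf7* the interaction was -0.70 (SE 0.50) in lung and -0.24 (SE 0.25) in blood, with adjusted p-values of 0.905 and 1.00. Across the interferon-stimulated genes of the lung the median difference was -0.25 (camera, adjusted p = 0.00447, or adjusted p = 0.752 with an estimated correlation), and this call was lost with array weights, without GMA-SS replicate 2 at 4 hr and without GMA-SS replicate 4 at 28 d (medians -0.08, -0.16 and -0.02). With array weights 58 lung genes were past that p as higher and 60 as lower, and the count without air replicate 2 at 4 hr was 32. Higher ones outnumbered lower ones with 75th percentile scaling (29 and 20), without arrays with markers of another tissue (31 and 24) and in 8 of 16 fits that left out 1 array.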

Systemically, the response was still measurable 28 d after the exposure ceased. In addition, gene expression levels of several pattern recognition receptors and associated signaling molecules were increased, including those directly known to induce *Irf7*. These results showed an identifiable uniform network of expression in the blood, vasculature and lung with a level of specificity to SS welding fume when compared to other exposures.

Previously, pulmonary toxicity of this exposure regimen in a C57BL/6J mouse model was published and Additional file 1: Table S7 was adapted to illustrate the response to GMA-SS inhalation [3]. The fume exposure resulted in cytotoxicity and increased permeability, as shown by bronchoalveolar lavage (BAL) lactate dehydrogenase (LDH) activity and albumin, respectively (Additional file 1: Table S7). These effects were found 1 d after 10 d of inhalation exposure and there was no resolution at 28 d post-exposure. Polymorphonuclear leukocytes (PMN) were increased 1 d after exposure and showed further increased levels at 14 and 28 d (Additional file 1: Table S7). The exposure also increased total BAL lymphocytes and macrophages and this response was maintained throughout the time course (Additional file 1: Table S7). These data indicate a sustained inflammatory response with a delayed, but marked PMN influx. These changes were inconsistent with type I interferon signaling with time indicating that pulmonary injury and inflammatory cell influx was likely not a major contributor to the type I interferon signaling.

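*Irf7* was the 1 gene that rose at an adjusted p under 0.05 in both lung and blood at 4 hr, where independent lists would share 0.0960, and no gene passed in the aorta. At the thresholds of the paper, a comparison chosen after the data had been seen, 50 genes were higher in both lung and blood at 4 hr against 18.1 for independent lists (Fisher's exact test across genes, adjusted p = 8.28e-11), 60 in lung and aorta against 9.99 (adjusted p = 7.91e-31) and 25 in blood and aorta against 3.63 (adjusted p = 7.08e-14). Interferon-stimulated genes made up 15, 19 and 9 of these. At 28 d, lung and blood shared 47 against 21.1 (adjusted p = 3.72e-07), lung and aorta 15 against 13.5 (adjusted p = 0.495), and blood and aorta 9 against 7.02 (adjusted p = 0.440); with 75th percentile scaling, lung and aorta shared 33 against 21.8 (adjusted p = 0.0264). Blood and aorta came from the same mice, and genes are not independent of each other, so these p-values compare gene lists of these samples. The mean log2 signal of the interferon-stimulated genes of an array was 9.01 ± 0.03 (SD, n = 4) in air and 10.88 ± 0.33 (SD, n = 4) in GMA-SS lungs at 4 hr, 8.37 ± 0.05 (SD, n = 4) and 8.68 ± 0.22 (SD, n = 4) in blood, and 7.15 ± 0.07 (SD, n = 4) and 7.74 ± 0.43 (SD, n = 3) in aorta. At 28 d it was 9.05 ± 0.09 and 10.67 ± 0.64 in lung, 8.50 ± 0.13 and 8.81 ± 0.25 in blood, and 7.27 ± 0.17 and 7.58 ± 0.31 in aorta (SD, n = 4 each). The paper concludes that the response of the lung gave a systemic gene signature. It draws on the networks and qRT-PCR of the 3 tissues, on interferon alpha and beta expression in lung by qRT-PCR, and on serum proteins. The qRT-PCR and serum values were not used here.

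**Figure D2:**
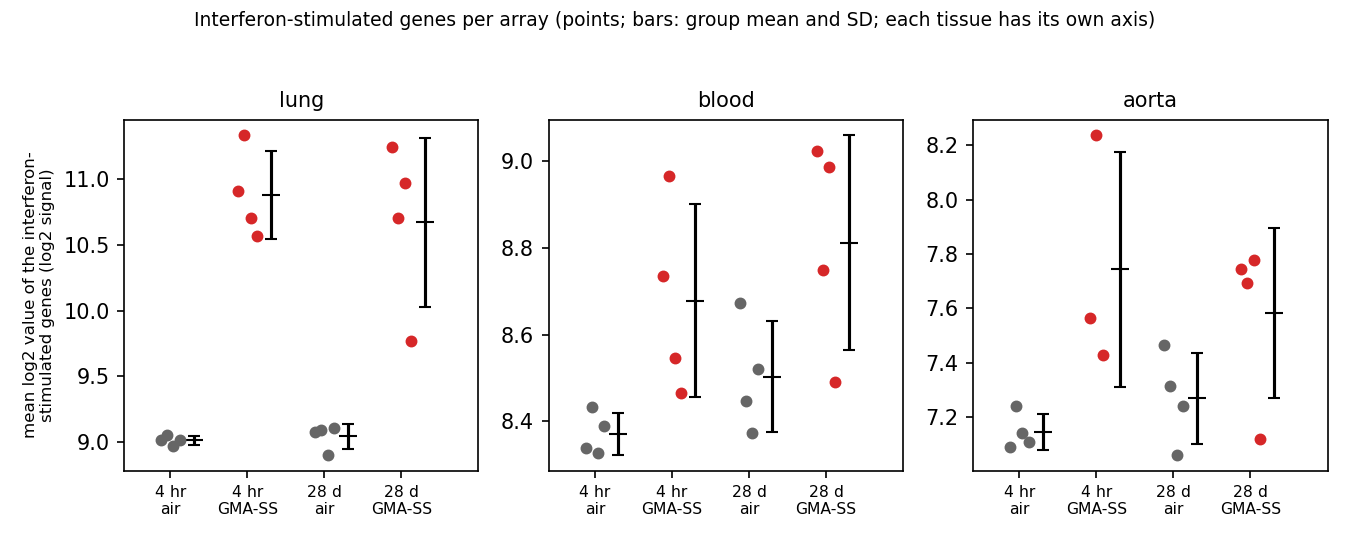
Mean log2 signal of the interferon-stimulated genes on each array, with group means and SD, in lung, blood and aorta; the GMA-SS lung arrays ranged from 9.77 to 11.33 and the air lung arrays from 8.91 to 9.11.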

In this study, a single gene network was prominent and consistent between the lung, whole blood cells and aorta. This network was reflective of type I interferon signaling with the transcription factor *Irf7* as a central hub. Recent studies have indicated IRF7 as the master regulator of the type I interferon response meaning induction of interferon α and β are dependent on IRF7 [18]. This was supported by induction of interferon-α and -β gene expression in lungs from GMA-SS-exposed mice. 

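The mean signal of the interferon-stimulated genes varied together in blood and aorta of the same mouse, beyond the group means. Over the 15 mice with both arrays, each value taken as the difference from the mean of its group, Pearson's r was 0.880 (permutation p = 0.000230, adjusted p = 0.000345 over 3 pairs of tissues) and Spearman's rho 0.775 (permutation p = 0.00218, adjusted p = 0.00327), both two-sided with samples permuted within groups. Without the 2 mice farthest from the median r was 0.733. It was 0.867 in the 8 air mice and 0.889 in the 7 GMA-SS mice, and 0.898 at 4 hr (n = 7) and 0.906 at 28 d (n = 8). Arrays of the same mouse also had the same position on their beadchips. Lung arrays, whose labels give other mouse numbers, varied with the blood arrays of the same replicate number as well (Spearman's rho 0.850, n = 16) and with the aorta arrays (rho 0.754, n = 15), so the likeness of blood and aorta is not particular to arrays labeled as the same mouse.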

Interestingly, the data also showed a similar response in the periphery as increased interferon signaling in both circulating blood cells and the aorta was measured. In support, decreased serum CRP and MMP-9, increased VCAM-1 and the general increase in IP-10 are all consistent with type I interferon therapy [20-24]. Also, OSM, an interleukin-6 family member that is released with and enhances the effects of type I interferons [25], was increased in the serum. Therefore, the primary response, which originates in the lung, provided an identifiable systemic gene network signature.

Type I interferons are a class of proteins involved in the innate immune response which can be induced by PRR. In this study, three cytoplasmic PRR in the RIG-I-like receptor family (*Ddx58*/RIG-I, *Ifih1*/MDA-5 and *Dhx58*/LGP2) were increased as a result of GMA-SS exposure. RIG-I and MDA-5 are known to induce IRF7 while LGP2 inhibits the other two receptors [26]. In addition, expression of *Tlr7*, a PRR with the potential to induce *Irf7*[26], was increased. Generally, PRR can be activated by pathogen-associated molecular patterns (PAMPs), danger-associated molecular patterns (DAMPs) and particles [27]. Of the three classes of activators, PAMPs seem the least likely as activation of the above described PRR can occur from single stranded RNA, intracellular viral RNA and synthetic dsRNA [27] that, even if present, would not retain integrity at the >4000 °C at which the welding fume is generated. Also, the results from this study do not favor DAMPs, at least acutely, given that other known pulmonary inflammatory agents did not increase *Irf7* gene expression or related PRR (Figure 7).

Recently, PRR have been shown to play a role following a particulate exposure and the study of associated mechanisms of activation and subsequent pulmonary and systemic effects is only beginning. Pulmonary exposures to silica or asbestos have been shown to activate the cytosolic PRR NALP3 inflammasome, a process resulting from particle uptake [28-30]. Knockout of the NALP3 inflammasome has been shown to reduce inflammation and fibrosis [28-30]. Pulmonary inflammation resulting from inhalation of PM for 20 weeks, instillation of residual oil fly ash or inhalation of cigarette smoke was attenuated with deficiency of *Tlr4*[31-33]. In this study, PRR including the RIG-I family members, *Tlr7*, *Tlr2*, *Clec7a*, *Nlrp3* related genes, and the scavenger receptor *Marco*, as well as associated signaling molecules, were increased. These results suggest a coordination of activated signaling PRR pathways which mediate a response to an inhaled, inflammatory particulate. Different extracellular and intracellular bacterial and viral pathogens are recognized by multiple PRR [27] and the same redundancy may be true for the pulmonary response to particulate exposures.

Particularly intriguing was that exposure to MS welding fume or CNT, known inflammatory exposures [14,15,19,34], did not increase *Irf7* or specifically related PRR. On the other hand, high dose (2.5 mg/mouse) instillation exposure to silica was recently shown to induce pulmonary *Irf7*[35]. The appearance that induction of *Irf7* was a direct effect of GMA-SS exposure, while certainly true acutely, was only addressed at 24 hr after a single exposure by aspiration. Therefore, induction of type I interferon signaling by other toxicants in a secondary fashion to repeated exposures and/or additional time points post-exposure cannot be excluded. While this is plausible, an alternate explanation suggests that silica exposure may result in direct activation of *Irf7* as C57BL/6J mice had increased *Irf7* gene expression at 3d, the earliest post-exposure time point examined [35].

In regards to specificity, a recent study by Nemec et al. showed that Cr^VI^ stimulates *Irf7* gene expression by stimulating Fyn phosphorylation of STAT1 and subsequent activation of interferon stimulated gene factor 3 (ISGF3) in human airway epithelial cells [36]. These effects were independent of type I interferon receptor activation. Of note, the induction of *Irf7* by silica was type I receptor dependent suggesting a different mechanism when compared to Cr^VI^. Since 0.26% by weight of GMA-SS is Cr^VI^[37], the potential mechanism of inhalation exposure includes direct activation of *Irf7* gene expression followed by induction of type I interferons initiating a positive feedback loop. In addition, ISGF3, a heterotrimeric complex consisting of STAT1, STAT2 and IRF9, was induced as illustrated in the IRF canonical pathway (Additional file 1: Figure S8). The signaling can also account for associated PRR induction because activation of IRF7 dependent type I interferon signaling increases RIG-I and MDA5 expression [26,38,39], although a direct mechanism cannot be excluded. Therefore, while some PRR may be activated in a nonspecific manner, such as general particle uptake, inflammatory and/or oxidative stress mechanisms (e.g. NALP3, toll-like receptors), some may be uniquely activated.

Does the increased type I interferon signaling contribute to the toxicological effects of GMA-SS? One potential role for *Irf7* is inflammation. For example, knockout of *Irf7* in a silica-exposed mouse model decreased chronic pulmonary inflammation [35], an effect known to occur after GMA-SS inhalation in an animal model [2,3]. Since pulmonary inflammation is linked to systemic inflammation and resultant adverse effects, such as cardiovascular dysfunction [40], *Irf7* may not only contribute to lung inflammation but to these other effects as well. In support, a recent study by Kampfrath et al. showed knockout of the PRR *Tlr4* not only reduced pulmonary inflammation, but also blunted systemic inflammation and vascular dysfunction following particulate matter inhalation [33]. Previous studies have shown that mice fed a high fat diet had increased *Irf7* and related type I interferon signaling in the aorta [41]. Also, an IRF7-dependent inflammatory network was associated with the pathogenesis of type I diabetes [42] and infection induced *Irf7* in endothelial cells may contribute to the development of vascular lesions [43]. These studies suggest that cardiovascular dysfunction and differential regulation of IRF7 may be linked. Currently, the role of IRF7 in the vasculature is unknown and additional studies are warranted.

Interestingly, the pulmonary and systemic induction of interferon seems counterintuitive to the reported immunosuppression following metal-rich fume exposure. In fact, this study showed decreased serum IgA 28 d after exposure ended, which supports a previous finding in human welders [44]. Human welders are more prone to develop bronchitis and pneumonia, and animal studies have shown the inability to clear *L. monocytogenes* after welding inhalation exposure [1,2,13]. Since GMA-SS, GMA-MS or CNT exposure induce localized immunosuppression [2,13,45], but only GMA-SS induced type I interferon signaling, a general compensatory upregulation in response to a dampened immune system seems unlikely. In fact, the exact opposite may be true. Type I interferon receptor knockout mice are resistant to *L. monocytogenes* exposure [46]. This provides a direct mechanistic link of Cr^VI^ exposure to a suppressed lung defense via IRF7 and also can explain why *L. monocytogenes*, under exactly the same exposure conditions, produced a greater effect in SS as compared to MS fumes [2,13]. Finally, chronic elevation of type I interferons, although utilized therapeutically, has the potential to cause immunosuppression [47,48], supporting the effects found in humans and animal studies.

The aim of this study was to analyze lung, whole blood cells and the vasculature for a related, identifiable molecular pathway related to GMA-SS exposure. Our expectations were exceeded by the consistency of the response that also proved to have some specificity. Our data, combined with Nemec et al. (2010), suggests the IRF7-dependent signaling network was conserved across species and consistent over time and between tissues. Therefore, utilization of this methodological approach has the potential to identify consistent, prominent and/or novel pathways induced by a toxicant exposure. The gene network(s) may then be manipulated to address direct pulmonary and extrapulmonary effects. Even if the identified network(s) does not contribute to marked exposure effects, it could be used for exposure monitoring. In this study, the systemic measure of *Irf7* and type I signaling become a surrogate marker of GMA-SS fume exposure.

## Methods

### Study design and exposure

Male C57BL/6J mice from Jackson Laboratory (Bar Harbor, ME) were used in this study. All mice were provided food and tap water *ad libitum* in ventilated cages in a controlled humidity and temperature environment with a 12 hr light/dark cycle. Animal care and use procedures were conducted in accordance with the “PHS Policy on Humane Care and Use of Laboratory Animals” and the “Guide for the Care and Use of Laboratory Animals” (NIH publication 86–23, 1996). These procedures were approved by the National Institute for Occupational Safety and Health Institutional Animal Care and Use Committee.

C57BL/6J mice, 6 weeks of age, were exposed by inhalation to gas metal arc-stainless steel (GMA-SS) welding fume at 40 mg/m^3^ for 3 hr/d for 5 d a week for two weeks (exposures day 1–5 and 8–12). The welding fume generation system and characterization for this particular fume has been extensively described [2,49]. Mice were sacrificed by carbon dioxide asphyxiation at 4 hr (n = 4 air; n = 4 GMA-SS), 14 d (n = 4 air; n = 4 GMA-SS) and 28 d (n = 8 air; n = 8 GMA-SS) post-exposure. Whole blood cells, aorta and lung were collected for global expression analysis at 4 hr and 28 d post exposure. The aorta was collected from all time points. All samples were stored at −80 °C prior to analysis. Serum was collected 4 hr and 28 d post exposure and sent to Myriad/RBM (Austin, TX) for protein profiling by multiplex immunoassay RodentMAP v2.0.

### Gene expression

RNA was isolated from whole lung homogenates using the TRIzol (Invitrogen, Carlsbad, CA) method and then cleaned according to the manufacturer’s instructions using a RNeasy Mini Kit (Qiagen, Valencia, CA, USA). The aorta was homogenized with a Qiagen Tissue Lyser and RNA was isolated using the RNeasy fibrous tissue mini kit (Qiagen). Whole blood RNA was isolated using the Mouse RiboPure^TM^ Blood RNA Isolation Kit (Ambion, Austin, TX, USA) according to manufacturer’s directions and globin RNA was removed using the GLOBINclear^TM^ kit (Ambion). A 2 μl aliquot of each RNA sample was quantified using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA) and quality was assessed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

Labeled cRNA, from an input RNA of 375 ng, was prepared according to the manufacture’s protocol, using the Illumina TotalPrep RNA Amplification Kit (Ambion, Catalog #IL1791) for hybridization to the arrays. The labeled cRNA samples were then assessed for quality and quantity. To ensure consistency for the array hybridization, all cRNA samples for each time point were quantified at the same time. The MouseRef-8 v2.0 beadchip contains >24,000 well annotated RefSeq transcripts and allows eight samples to be interrogated in parallel. After a 20 hr hybridization period at 58 °C, the beadchips were scanned using an Illumina BeadStation 500 G - BeadArray Reader (Illumina, Inc., San Diego, CA, USA). The microarray data were deposited to Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) and are accessible through accession number GSE34056.

Confirmation of microarray results by quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) was done as follows. Evaluation of gene expression was determined by standard 96-well technology using the StepOne™ (Applied Biosystems, Carlsbad, CA, USA) with pre-designed Assays-on-Demand™ TaqMan® probes and primers (Applied Biosystems). Using 96 well plates, one μg of total RNA was reverse transcribed using random hexamers (Applied Biosystems) and Superscript III (Invitrogen, Carlsbad, CA). Nine μl of cDNA (1/10) was then used for gene expression determination. Hypoxanthine-guanine phosphoribosyltransferase was used as an internal reference. Relative gene expression was calculated using the comparative threshold method (2^-ΔΔCt^) with vehicle treated mice serving as the reference group [50].

### Hierarchial clustering and heatmap generation

Heatmaps were generated using the ‘pheatmap’ package in R using the correlation distance measure and complete linkage for the construction of the dendrograms. Genes with a nominal p-value of less than 0.05 and a fold change of at +/− 1.1 were included in the map.

### Statistics and data analysis strategy

Statistical analysis procedures for whole microarray datasets have been extensively described [51]. Briefly, samples were imported into illumina® Beadstudio 3.0.19.0 and reference, hybridization control, stringency and negative control genes were checked for proper chip detection. Beadarray expression data were then exported with mean fluorescent intensity across like beads and bead variance estimates into flat files for subsequent analysis. Illumina BeadArray expression data were analyzed in Bioconductor using the ‘lumi’ and ‘limma’ packages. Gene lists containing group means of expression, p-values and standard fold changes were utilized as input for subsequent bioinformatics analysis.

The networks and functional analyses were generated through the use of Ingenuity Pathways Analysis (Ingenuity® Systems, http://www.ingenuity.com). Whole datasets containing gene identifiers and corresponding expression values were uploaded into the application and a core analysis was done. Each identifier was mapped to its corresponding object in Ingenuity's Knowledge Base. In this study the following analysis criteria were utilized: whole blood cells (fold change = 1.1, p<0.05), aorta (fold change = 1.1, p<0.05) and lung (1.3 fold change, p<0.05). The criteria were chosen because it provided the best representation of the IPA analysis. For the whole blood cells and aorta, additional analysis including a more stringent p value (p<0.02), higher fold change (1.3 fold) or all significant genes (p<0.05) showed a significant type I interferon response (data not shown). Previous analysis showed that the chosen criteria for the lung were optimal [51]. These differentially regulated genes, called Network Eligible Molecules, were overlaid onto a global molecular network developed from information contained in Ingenuity’s Knowledge Base. Networks of these molecules were then algorithmically generated based on their connectivity.

The data presented in this manuscript was selected to represent the type I interferon/IRF7 response induced by GMA-SS inhalation since the signaling was prominent in the lung and systemically. An additional manuscript is being written to include a broader analysis of the microarray results and will include time comparisons, a broader interpretation of the signaling networks generated for the lung, blood and aorta, and a detailed analysis of the pulmonary response.

The Functional Analysis identified the biological functions and/or diseases that were most significant to the data set. Molecules from the dataset that met the cutoff criteria defined above and were associated with biological functions and/or diseases in Ingenuity’s Knowledge Base were considered for the analysis. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function and/or disease assigned to that data set is due to chance alone. Canonical pathways analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the data set. Molecules from the data set that met the cutoff criteria defined above and were associated with a canonical pathway in Ingenuity’s Knowledge Base were considered for the analysis. The significance of the association between the data set and the canonical pathway was measured in 2 ways: 1) A ratio of the number of molecules from the data set that map to the pathway divided by the total number of molecules that map to the canonical pathway is displayed. 2) Fisher’s exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

Since the consistent signaling pathway was evident in multiple tissues at more than one time point with varying stringency, confirmed by qRT-PCR and induced by a completely separate exposure regimen (Figure 7), the representation and interpretation of the results are thoroughly supported. For analysis other than microarray, all data are presented as means ± standard error. Since each time point contained respective controls and were harvested separately, all data were compared as sham versus exposed by Student’s *t*-test at each time point. Differences were considered statistically significant at p<0.05.

## Competing interests

The authors declare that they have no competing interests

## Authors’ contributions

AE analyzed the data output and drafted the manuscript. MLK, SL, and JKG conducted the statistical analysis. SS, BTC, DGF conducted the inhalation exposures. RSM, AL and TH performed confirmatory molecular analysis of the microarray results. PCZE processed the microarray samples and performed the Ingenuity pathway analysis. AE, JMA, PPS and PCZE conceived and designed the study. All authors have read and approved of the final version of the manuscript.

“The findings and conclusions in this report are those of the author(s) and do not necessarily represent the views of the National Institute for Occupational Safety and Health”

## Supplementary Material

Additional file 1 Contains additional data to supplement the microarray and pathway analysis data presented in the results section. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

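RNA of lung, whole blood cells and aorta of mice that had breathed air or GMA-SS fume was labeled and bound to Illumina mouse beadchips, 1 array per sample. The 47 arrays form 12 groups, by tissue, exposure and time after exposure, with 4 arrays each except aorta at 4 hr after GMA-SS, which has 3. For each array the authors deposited 3 kinds of values. The average signal of each gene is the mean bead intensity, on a linear intensity scale and not normalized, as the authors exported it from BeadStudio. The detection p-value that the authors deposited beside it is the share of negative control beads at least as bright as the gene. The values of the sample tables that the authors deposited are normalized log2 values, and the paper names lumi and limma for this step.

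Here, the average signal and the detection p-value were the starting values, and the normalized log2 values served as an alternative. All 141 columns were used. The detection p-values move in steps of 1 in 798, and from these steps the mean and spread of the negative controls of each array were worked out. With them, background was removed by normexp in limma 3.58.1 (R 4.3.3), 16 was added, log2 was taken and arrays of 1 tissue were quantile-normalized. A listed gene was kept where its detection p was under 0.05 on at least 3 arrays of the tissue. Where several entries bore one symbol the one with the highest mean signal was used. Symbols came from Entrez numbers for 16590 of 18138 entries, from RefSeq accessions for 883 and from the deposited file for 665, and 3268 differ from those in the file. The filter also removed 44 entries in lung, 57 in blood and 75 in aorta whose mean signal lay above the 75th percentile, all of them summed over several probes.

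The depth of an array is set by how far signals stand above background. In lung 10239 to 10872 of the entries of an array were above background, in blood 8090 to 8406 and in aorta 8678 to 9646. The normalized values that the authors deposited were compared with the log2 average signals before background correction and normalization. The 2 correlate at 0.980 to 0.985 in lung, 0.973 to 0.988 in blood and 0.977 to 0.985 in aorta. At the lowest signals 1 log2 unit of the uncorrected signals is 0.327 units of the authors' values in lung, 0.326 in blood and 0.302 in aorta. At high signals it is 1.05, 1.11 and 1.12, so that folds of dim genes are smaller on the authors' scale than in the uncorrected signals.

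In each tissue a linear model with 1 mean per group was fitted to all arrays with limma, with a moderated variance that follows the mean signal, and GMA-SS was compared with air at 4 hr and at 28 d, together with the difference between these 2 effects. P-values were adjusted over all genes of a comparison by the method of Benjamini and Hochberg. Gene lists were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry, each adjusted over 38 lists, or 37 in blood, where too few cardiac muscle markers were measured. The lists hold genes that interferon induces, sensors and their adaptors, cytokines, and markers of the cell types and neighboring tissues that a sample could hold. Lists with few measured genes are tested on those alone. Correlations of the mean signal of a list between tissues were tested by permuting arrays within groups, 1e+05 times. The genes named in the text are those that the paper's text names, some of which are not reported here; in each comparison the 10 highest and 10 lowest by fold change among genes past the adjusted p whose groups do not overlap, or, where none passes, the 5 highest and 5 lowest with an unadjusted p under 0.05; up to 4 members with the lowest p of each list described; and, for direction, the genes drawn in Figures 2, 4 and 5.

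The procedure was tested on simulated data. Signals were drawn at random around the mean of each entry over all arrays of a tissue, with its spread within groups, background was added, and in 1 group 50 genes were changed by each of 4 sizes; nothing else differed, and the share found again at log2 changes of 0.25, 0.5, 1 and 2 was 14%, 40%, 72% and 88% in lung at 4 hr (20 of 127 calls false), 2%, 46%, 76% and 86% in lung at 28 d (3 of 108 calls false), 2%, 28%, 64% and 80% in blood at 4 hr (2 of 89 calls false), 0%, 36%, 80% and 84% in blood at 28 d (9 of 109 calls false), 6%, 30%, 78% and 76% in aorta at 4 hr (5 of 100 calls false) and 10%, 54%, 66% and 86% in aorta at 28 d (4 of 112 calls false). Alternatives were no background correction, scaling to the 75th percentile, no detection filter, a detection p under 0.01, a fit on the 2 groups compared alone, the normalized values that the authors deposited, every entry counted, array weights, the replicate number as a block, and leaving out each array in turn. Added after the data had been seen were a filter that keeps bright entries whatever their detection p, and fits without arrays in which markers of another tissue were high. Left out were lung GMA-SS replicate 2 at 28 d, aorta air replicates 2 and 3 and GMA-SS replicate 3 at 4 hr, and aorta GMA-SS replicate 2 at 28 d. Aorta air replicate 3 at 28 d, with skeletal muscle markers 1.62 log2 units above the median array, was kept. The network analysis of the paper draws on a commercial knowledge base and was not repeated. The qRT-PCR and serum values of the paper were not used here.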

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

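Of the tests in this part, those of position for the interferon scores, of shared mice, of neighboring tissue, of exposure for the tissue markers and all 3 on clock genes were chosen only after the results had been seen.

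In 322 groups of 4 arrays, 20 held an array whose gap to its nearest neighbor was past Dixon's limit for 4 values, where chance gives about 1 in 20 groups, or 16.1. The following give the gap as a share of the range, and then the log2 value of that array against the lowest and highest of the other 3. In lung at 4 hr they are, for mean signals of lists, platelet markers in air replicate 2, 0.834 (8.13 against 7.89 to 7.93), MHC class II genes in air replicate 2, 0.872 (11.30 against 11.12 to 11.14), cytokines and chemokines in GMA-SS replicate 2, 0.889 (10.68 against 10.03 to 10.10), and proliferation genes in GMA-SS replicate 2, 0.904 (9.25 against 8.61 to 8.67). For single genes of the lung at 4 hr they are *Dhx58* in air replicate 3, 0.874 (8.52 against 8.23 to 8.27), *Irf9* in air replicate 3, 0.972 (10.28 against 10.59 to 10.60), *Oasl2* in air replicate 3, 0.864 (10.80 against 10.92 to 10.94), and *Oas1a* in air replicate 4, 0.830 (5.23 against 5.01 to 5.04). In lung at 28 d they are interferon-stimulated genes in air replicate 3, 0.837 (8.91 against 9.08 to 9.11), skeletal muscle markers in GMA-SS replicate 2, 0.840 (11.86 against 7.12 to 7.87), and *Ifitm3* in GMA-SS replicate 4, 0.833 (15.25 against 15.71 to 15.80). In blood at 4 hr they are RIG-I-like receptor genes in air replicate 1, 0.902 (8.32 against 8.37 to 8.38), T cell markers in air replicate 1, 0.876 (10.14 against 9.92 to 9.94), *Stat2* in air replicate 1, 0.907 (6.18 against 6.46 to 6.49), and *Isg15* in air replicate 3, 0.837 (10.30 against 10.53 to 10.57), and at 28 d MHC class I genes in air replicate 4, 0.886 (9.14 against 9.28 to 9.30). In aorta at 28 d they are skeletal muscle markers in air replicate 3, 0.867 (7.43 against 5.65 to 5.89), airway epithelial markers in GMA-SS replicate 2, 0.919 (10.80 against 6.42 to 6.78), interferon-stimulated genes in GMA-SS replicate 4, 0.871 (7.12 against 7.69 to 7.78), and *Irf7* in GMA-SS replicate 4, 0.901 (4.68 against 5.87 to 6.00).

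In the lung, 64 genes responded differently at 4 hr and 28 d in the test of that difference. Of 30 lists that the paper does not discuss, of which 29 could be tested in blood, 20 were past an adjusted p of 0.05 in lung at 4 hr and 23 at 28 d, 4 in blood at 4 hr and 1 at 28 d, and 6 in aorta at 4 hr and 2 at 28 d; with an estimated correlation, 1 was in lung at 4 hr, 4 in lung at 28 d and 0 in blood and aorta.

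Mean signals of the interferon-stimulated genes lay alike in lung and blood arrays of the same replicate number (r = 0.901, n = 16, permutation p = 0.000180), although the labels give these arrays other mouse numbers. Position on the beadchip, which follows the replicate number, may play a part: outside the interferon list, arrays at the same position at 4 hr and 28 d deviated together with a mean correlation of 0.0741 (SE 0.0378, 23 pairs), against 0.0806 (SE 0.0237) for lung and blood arrays of the same number. The interferon signals themselves at the same position at 4 hr and 28 d correlated at 0.221 (23 pairs, permutation p = 0.575). This value lies below the 0.901 of lung and blood, so a position effect shared by both times does not account for all of their likeness. With 23 pairs, such an effect is not excluded as a part of it. A position effect particular to 1 time point was not tested. The permutation p of the 0.0806 was 0.000800, but blood and aorta arrays labeled as the same mouse gave 0.0184 (SE 0.0274, permutation p = 0.301), and lung and aorta arrays of the same number 0.0481 (SE 0.0222, permutation p = 0.0509), so this measure did not detect mice that are labeled as shared, and whether lung and blood arrays come from the same mice stays open. The paper gives 4 air and 4 GMA-SS mice at 4 hr, as many as there are lung arrays or blood arrays of that time, and 8 and 8 at 28 d, while the labels give lung and blood other mouse numbers at both times, so the mouse numbers of the lung samples would need to be checked.

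Markers of skeletal muscle were high in lung GMA-SS replicate 2 at 28 d, where 100% of 9 markers lay over 1 log2 unit above the median lung array, and airway markers in aorta GMA-SS replicate 2 at 28 d. RNA of neighboring tissue taken along at dissection is a candidate explanation. Exposure does not account for the muscle markers of the aorta, since an air array lay 4.55 log2 units above the median. A failed array with fewer probes above background does not account for the lung array, in which the share was 59.94%, against 56.45% to 58.13% in the others; a failure of another kind was not tested.

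Clock genes of lung and aorta differed between the arrays of 4 hr and 28 d in air and GMA-SS mice alike, while in blood 0 of 9 differed by over 1 log2 unit in either. In air lungs 57.1% of 14 clock genes differed by over 1 log2 unit, against 0.835% of all genes, so a difference between beadchips that touches all genes does not account for it. Nor does exposure, since 8 clock genes differed so in air and 9 in GMA-SS lungs. The differences of lung and aorta correlated at 0.874 across 13 genes, and time of day and age at necropsy, either of which could give this, cannot be told apart here.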

How the results depend on the processing

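The fits without arrays in which markers of another tissue were high, the filter that keeps bright entries, and the alternatives for lists other than that of the interferon-stimulated genes were tests chosen only after the results were seen. Interferon-stimulated genes kept the direction and the side of the adjusted p of their list at 4 hr and 28 d in all 3 tissues under every alternative and left-out array in camera's test at the preset correlation; with an estimated correlation the list was past it in none of the 6 comparisons (adjusted p 0.0592 to 0.858). Its medians moved by over 1.5 times under some alternatives: with the normalized values of the authors they were 0.99 and 0.79 in lung, 0.11 and 0.12 in blood and 0.23 and 0.09 in aorta at 4 hr and 28 d, in place of 1.67, 1.46, 0.26, 0.31, 0.53 and 0.27; without background correction 0.21 in blood at 28 d and 0.35 in aorta at 4 hr; without a detection filter 0.15 in blood at 4 hr and 0.17 in aorta at 28 d; and without single arrays 0.20 (GMA-SS replicate 1) and 0.20 (GMA-SS replicate 3) in blood at 28 d and 0.27 (GMA-SS replicate 2) in aorta at 4 hr. Of 160 gene results past the adjusted p, 6 were not under some alternative other than leaving out single arrays, 13 were not without some single array, and 14 were not in one or the other; of 237 that were not past it, 14, 8 and 19 were. Of 37 lists with a camera p under 0.05 at the preset correlation, not adjusted over lists, 4 changed under such an alternative and 5 without some single array. Of 4 lists not under it, 1 and 1 changed. The cause was not tested for the changes given here, except that 2 groups only and left-out arrays rest on fewer arrays.

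Genes past the thresholds of the paper numbered 879 (lung 4 hr) and 777 (lung 28 d) without background correction, and 793 (blood 4 hr) without a detection filter. With the normalized values of the authors they were 510 and 426 in lung, 166 and 317 in blood and 107 and 194 in aorta at 4 hr and 28 d. With array weights they were 1561 in blood at 28 d and 801 in aorta at 4 hr; changed genes were then 4 and 11 in blood at 4 hr and 28 d and 2 in aorta at 4 hr, 58 higher and 60 lower lung genes differed in response (1.2e+02 in all), and airway markers in aorta at 28 d reversed (-0.1481). With 2 groups only, changed genes were 1163 in lung at 28 d and 7 in blood at 4 hr, and genes past the thresholds 469 in blood at 28 d and 669 and 293 in aorta at 4 hr and 28 d. With scaling to the 75th percentile, 1 gene changed in blood at 28 d, *Irf7*, which was then shared by the called genes of lung and blood at both times. The difference of correlations within and between exposures for blood at 4 hr was 0.01632 with that scaling, 0.01012 without a filter, 0.01736 with the strict filter and 0.02845 with the authors' values, in place of 0.01377. Without the arrays with markers of another tissue, skeletal muscle markers in lung at 28 d (-0.04102) and airway markers in aorta at 28 d (-0.1445) reversed, and 1 aorta gene changed at 28 d. Aorta air replicate 3 at 28 d, with skeletal muscle markers 1.62 log2 units above the median array, stayed in these fits.

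As single arrays were left out, lung genes that differed in response ranged from 32 (4 hr air replicate 2) to 77 (4 hr GMA-SS replicate 2) and changed lung genes at 28 d from 1078 (GMA-SS replicate 3) to 2306 (GMA-SS replicate 4). Changed blood genes ranged from 0 (air replicate 1, for example) to 1 at 4 hr and from 0 to 4 (GMA-SS replicate 4) at 28 d, blood genes past the thresholds at 28 d from 392 (air replicate 2) to 1055 (air replicate 3), aorta genes past them at 4 hr from 219 (GMA-SS replicate 2) to 370 (GMA-SS replicate 1), and changed aorta genes at 28 d from 0 to 2 (GMA-SS replicate 2). List medians ranged from -0.02667 (GMA-SS replicate 2) to 0.07527 (GMA-SS replicate 3) for RIG-I-like receptor genes in blood at 4 hr, from -0.04102 (GMA-SS replicate 2) to 1.583 (GMA-SS replicate 1) for skeletal muscle markers in lung at 28 d, and from -0.1453 (GMA-SS replicate 2) to 1.48 (GMA-SS replicate 1) for airway markers in aorta at 28 d.

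With the replicate number as a block, 35 lung genes differed in response and 1 gene changed in blood at 28 d, *Irf7* (adjusted p = 0.0491), and *Il1b* was called in lung at 4 hr (adjusted p = 0.0256). Whether the numbers pair air with GMA-SS arrays was not tested against chance. Of the pairs of a comparison, 0 to 3 correlated over 0.1, the highest at 0.487 in aorta at 4 hr. In each comparison 1 to 3 arrays matched their own number best, with 3 of 4 in blood at 28 d. Signal over background limits the aorta and blood most, where the 75th percentile of an array was at most 3.70 and 3.31 times background, and *Irf7* of the aorta, near background there, has no exact fold.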

Differences from the paper's values

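The comparison of ranks and of genes drawn in figures was among the tests chosen only after the results were seen. The paper counts genes eligible for its network software, a step that could not be repeated, at unadjusted p and fold thresholds used here as well. In blood the count was 463 at 4 hr, where the paper gives 90, and 718 at 28 d, where the paper gives 211; of the alternatives set before the data were examined, none came within 1.5 times of the paper, and the nearest were 166 and 317 with the authors' normalized values. In aorta it was 365 at 4 hr, where the paper gives 90, and 616 at 28 d, where the paper gives 165, and in lung 1548 and 1367, where the paper gives 439 and 368. With the authors' normalized values the counts were 107 and 194 in aorta and 510 and 426 in lung, within 1.5 times of the paper; under the other alternatives set before the data were examined they were not.

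*Dhx58* rose 4.61-fold in lung at 4 hr, where the paper gives 2.355-fold. Without background correction it was 3.50-fold, within 1.5 times of the paper, and with the authors' normalized values 2.355-fold; under the other alternatives set before the data were examined it differed. On those normalized values *Dhx58* at 28 d (2.157) and *Tlr7* at 4 hr and 28 d (1.271 and 1.369) also equal the paper's folds.

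The paper ranks *Irf7* second among blood genes at 28 d, and here it ranked 1 by fold change; with the authors' normalized values it ranked 2, after *Ifi27l2a*. In Figure 5 *Jun* is drawn as higher in lung at 28 d, and its log2 fold change here was -0.23 (adjusted p = 0.365), while 20 of 21 genes drawn as higher were above the air level. The paper states that interferon networks were no significant part of the aorta at 28 d; here the median of the interferon-stimulated genes was 0.27 there, past camera's adjusted p at the preset correlation and not with an estimated one (adjusted p = 0.858), and 0 of its genes passed when adjusted over the list alone. The paper names *Il1b* as induced without a time. At 4 hr *Il1b* was not past limma's adjusted p here, and it was in a fit on 4 hr alone and with the replicate number as a block. The paper's thresholds for lung, an unadjusted p under 0.05 with a fold change of at least 1.3, are less strict than this adjusted p. The missing call at 4 hr is therefore not a difference at the paper's own thresholds. The paper gives 4 GMA-SS mice at 4 hr, and 3 arrays were analysed for aorta at 4 hr after GMA-SS.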

Other observations

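The tests in this part on lung and blood and on lung and aorta scores, those on mouse numbers, and the test of chance for correlations over all genes, were chosen only after the results were seen. Beyond interferon, 19 of 27 cytokines and chemokines rose in the lung at 4 hr (median 0.96, adjusted p = 5.43e-19, or adjusted p = 0.0887 with an estimated correlation) and 22 at 28 d (median 1.61, adjusted p = 1.11e-27, or adjusted p = 0.0401 with an estimated correlation), among them *Ccl6*, a macrophage chemokine, at 3.94-fold (log2 fold change 1.98, SE 0.10) and 5.21-fold (log2 fold change 2.38, SE 0.10), and *Spp1*, osteopontin, at 3.05-fold (log2 fold change 1.61, SE 0.09) at 28 d. Genes of the phagocyte lysosome rose, 14 of 19 at 4 hr (median 0.46, adjusted p = 2.33e-12, or adjusted p = 0.0225 with an estimated correlation) and 12 at 28 d (median 0.34, adjusted p = 1.37e-15, or adjusted p = 0.00796 with an estimated correlation), among them *Gpnmb*, a glycoprotein of lipid-laden phagocytes, at 2.12-fold (log2 fold change 1.08, SE 0.11) and 4.34-fold (log2 fold change 2.12, SE 0.11), and the lysosomal protease *Ctsk* at 4.09-fold (log2 fold change 2.03, SE 0.08) and 3.59-fold (log2 fold change 1.84, SE 0.08). The macrophage markers (at 4 hr, median 0.27, adjusted p = 0.00257, or adjusted p = 0.113 with an estimated correlation; at 28 d, median 0.66, adjusted p = 1.67e-08, or adjusted p = 0.00928 with an estimated correlation) rose as a list, and at 28 d the complement genes *C1qb* and *C1qc* rose 3.17-fold (log2 fold change 1.66, SE 0.18) and 3.03-fold (log2 fold change 1.60, SE 0.17). Of 11 genes of alternative macrophage activation, 5 rose at 4 hr (median 0.29, adjusted p = 0.000187, or adjusted p = 0.0887 with an estimated correlation) and 6 at 28 d (median 0.50, adjusted p = 6.02e-07, or adjusted p = 0.0210 with an estimated correlation). At 28 d 4 of 12 neutrophil markers rose and 1 fell (median 0.23, adjusted p = 0.00575, or adjusted p = 0.222 with an estimated correlation). Their median was 0.02 without GMA-SS replicate 3 and 0.38 without GMA-SS replicate 4.

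Of 17 T cell markers, 13 rose in the lung at 4 hr (median 0.80, adjusted p = 3.82e-09, or adjusted p = 0.177 with an estimated correlation) and 13 at 28 d (median 0.95, adjusted p = 2.07e-12, or adjusted p = 0.130 with an estimated correlation), among them *Il7r*, the interleukin-7 receptor, by at least 2.32-fold at 28 d. Proliferation genes rose, 16 of 17 at 4 hr (median 0.83, adjusted p = 6.10e-12, or adjusted p = 0.155 with an estimated correlation) and 8 at 28 d (median 0.61, adjusted p = 2.06e-08, or adjusted p = 0.204 with an estimated correlation), with topoisomerase *Top2a* at 2.74-fold (log2 fold change 1.45, SE 0.23) and 2.11-fold (log2 fold change 1.08, SE 0.23). MHC class I genes rose, 15 of 17 at 4 hr (median 0.94, adjusted p = 1.07e-10, or adjusted p = 0.177 with an estimated correlation) and 11 at 28 d (median 0.68, adjusted p = 7.12e-10, or adjusted p = 0.183 with an estimated correlation), with *H2-K1* at 2.27-fold (log2 fold change 1.18, SE 0.21) and 1.93-fold (log2 fold change 0.95, SE 0.21), and 7 of 12 MHC class II genes rose at 28 d (median 0.48, adjusted p = 6.03e-08, or adjusted p = 0.183 with an estimated correlation). Platelet markers fell, 7 of 11 at 4 hr (median -0.55, adjusted p = 0.000319, or adjusted p = 0.177 with an estimated correlation), with the platelet glycoprotein gene *Gp9* 1.46-fold (log2 fold change -0.54, SE 0.12) lower. Metallothionein and oxidative stress genes were higher at 4 hr, 11 rising and 2 falling of 21 (median 0.24, adjusted p = 3.26e-05, or adjusted p = 0.177 with an estimated correlation), with heme oxygenase *Hmox1* at 2.02-fold (log2 fold change 1.02, SE 0.10), and their response was lower at 28 d than at 4 hr for 3 genes (interaction, median -0.10, adjusted p = 0.000503, or adjusted p = 0.691 with an estimated correlation). The interaction median was -0.06 without air replicate 1 at 28 d and -0.18 without GMA-SS replicate 4 at 28 d. Of these 3 genes, *Gsta1* at -1.48 (SE 0.30) (adjusted p = 0.0299) and *Srxn1* at -0.53 (SE 0.11) (adjusted p = 0.0317) lost the call of the interaction in 12 and 13 of 16 fits that left out 1 array, with adjusted p up to 0.0753 and 0.0781. Both also lost it without arrays with markers of another tissue (adjusted p = 0.0583 and 0.0603). *Srxn1* lost it with the replicate number as a block (adjusted p = 0.110), with 75th percentile scaling (adjusted p = 0.0535) and without a detection filter (adjusted p = 0.0579). With the normalized values of the authors *Gsta1* lost it (adjusted p = 0.0874).

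Skeletal muscle markers had a median of 1.20 in lung at 28 d and -0.04 without GMA-SS replicate 2, and airway markers in aorta at 28 d had a median of 0.88 and, without GMA-SS replicate 2, -0.15. Interferon scores of aorta and lung arrays with the same replicate number correlated with a Spearman's rho of 0.754 (permutation p = 0.0117, n = 15).

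Each comparison was repeated for the other ways to part the same arrays into groups of the same sizes, 35 in all with the real one. Such a test cannot give a share under 1 of 35, and the tests were not adjusted for their number. Chance is called excluded where no other split was as large. For the counts and medians so called, no fit without 1 array fell to the highest other split either. For changed genes chance is excluded in lung at 4 hr (1 of 35 splits as large, real 2164, highest other 0) and 28 d (1, 1816 and 365; 1078 without GMA-SS replicate 3), and left open in blood at 4 hr (1, 1 and 0), where the gene is *Irf7* and 0 were called without air replicate 1, air replicate 3 or GMA-SS replicate 2. In blood at 28 d (35, 0 and 10) and in aorta at 4 hr (35, 0 and 9) and 28 d (35, 0 and 65) the real count is 0, so there is no result for chance to explain and the test decides nothing. Why a split of the aorta arrays at 28 d called 65 genes was not tested. For genes past the thresholds of the paper it is excluded in lung at 4 hr (1, 1548 and 595) and 28 d (1, 1367 and 1074), left open in aorta at 4 hr (1, 365 and 263), where the count was 219 without GMA-SS replicate 2 and fewer genes had an unadjusted p under 0.05 (381) than chance gives (492.5), and not excluded in blood at 4 hr (8, 463 and 750) or 28 d (14, 718 and 1599) or in aorta at 28 d (20, 616 and 1461). For the median of the interferon-stimulated genes it is excluded in lung at 4 hr (1, 1.67 and -1.07) and 28 d (1, 1.46 and 1.21). Without GMA-SS replicate 1 the lung median at 28 d was 1.254. Chance is left open in blood at 4 hr (1, 0.2566 and 0.2565), where the median ranged from 0.1805 (without GMA-SS replicate 2) to 0.3249 (without GMA-SS replicate 4) as single arrays were left out. It is also left open in aorta at 4 hr (1, 0.53 and -0.46), where the median was 0.2682 without GMA-SS replicate 2. Chance is not excluded in blood at 28 d (2, 0.31 and -0.37) or aorta at 28 d (4, 0.27 and -0.36). For the number of lists past the adjusted p it is not excluded in lung (2, 26 and 29 at 4 hr; 2, 30 and 31 at 28 d), blood (13, 8 and 13; 15, 4 and 10) or aorta (13, 11 and 20; 33, 4 and 21). For clustering on genes chosen anew in each split, it is not excluded in lung (12, 0.0759 and 0.330; 3, 0.0834 and 0.294), blood (17, 0.0138 and 0.0220; 13, 0.0115 and 0.0181) or aorta (27, 0.0152 and 0.171; 25, 0.00935 and 0.0372). Over all genes tested, with no such choice, chance is excluded for the difference of correlations within and between exposures in lung (1, 0.0121 and 0.00283; 1, 0.0105 and 0.00547), and not in blood (9, 0.000240 and 0.000712; 12, 0.000354 and 0.00182) or aorta (13, -9.56e-05 and 0.00329; 22, -0.000487 and 0.00304). For genes that differ in response between time points, over 100 drawn splits, chance is left open in lung (3 as large, real 64, highest other 953). The 2 others keep the real groups at 1 time point, and the highest without such splits is 1. These splits also break up the exposure effect that both times share. They therefore do not show how many genes chance gives when that effect is equal at both times. In blood (100, 0 and 7) and aorta (100, 0 and 42), where the real count is 0, the test decides nothing.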
